# Sex-dependent differences in the genomic profile of lingual sensory neurons in naïve and tongue-tumor bearing mice

**DOI:** 10.1038/s41598-023-40380-6

**Published:** 2023-08-12

**Authors:** Tarek Ibrahim, Ping Wu, Li-Ju Wang, Chang Fang-Mei, Josue Murillo, Jaclyn Merlo, Sergey S. Shein, Alexei V. Tumanov, Zhao Lai, Korri Weldon, Yidong Chen, Shivani Ruparel

**Keywords:** Oral cancer, Neuroscience, Pain, Chronic pain, Transcriptomics

## Abstract

Mechanisms of sex-dependent orofacial pain are widely understudied. A significant gap in knowledge exists about comprehensive regulation of tissue-specific trigeminal sensory neurons in diseased state of both sexes. Using RNA sequencing of FACS sorted retro-labeled sensory neurons innervating tongue tissue, we determined changes in transcriptomic profiles in males and female mice under naïve as well as tongue-tumor bearing conditions Our data revealed the following interesting findings: (1) FACS sorting obtained higher number of neurons from female trigeminal ganglia (TG) compared to males; (2) Naïve female neurons innervating the tongue expressed immune cell markers such as Csf1R, C1qa and others, that weren’t expressed in males. This was validated by Immunohistochemistry. (3) Accordingly, immune cell markers such as Csf1 exclusively sensitized TRPV1 responses in female TG neurons. (4) Male neurons were more tightly regulated than female neurons upon tumor growth and very few differentially expressed genes (DEGs) overlapped between the sexes, (5) Male DEGs contained higher number of transcription factors whereas female DEGs contained higher number of enzymes, cytokines and chemokines. Collectively, this is the first study to characterize the effect of sex as well as of tongue-tumor on global gene expression, pathways and molecular function of tongue-innervating sensory neurons.

## Introduction

Sex-dependent differences in orofacial pain has been clinically well- established with higher prevalence in women in several different pathological conditions^1–6^; although the mechanism of sex-differences remain elusive. It is known that sensory neurons including trigeminal neurons, that regulate pain in the orofacial region, are genomically different in males and females even under naïve conditions^7–10^. These studies have primarily been conducted using the entire neuronal population of the ganglionic tissue. However, several reports reveal that sensory innervation can be different with each tissue type^7,11–14^. Accordingly, we have previously identified subsets of sensory neurons expressed in mouse tongue^13^ that are varied from those innervating the masseter muscle^15^. Therefore, it is vital in delineating tissue-specific sex-dependent differences in trigeminal sensory neurons. Moreover, a significant gap-in knowledge exists for sex-specific changes of trigeminal neurons that specifically innervate diseased-tissues. Such studies can provide crucial information about the regulation of trigeminal sensory neurons in tissue-specific pathologies.

The tongue is among the vital organs of the orofacial region as it controls many essential daily activities such as speech, licking, taste, chewing and swallowing. Importantly, many lingual ailments cause acute and chronic pain leading to very distressing and debilitating quality of life^16–29^. In fact, among all chronic orofacial pain conditions that pose a challenge in management, three are known to primarily affect the tongue. These include tongue cancer, oral mucositis and burning mouth syndrome^23–26,30–42^. Interestingly, sex-dependent differences in the manifestation of pain have been reported for each of these conditions^30,31,35,36,43–48^.

Therefore, the current study identified the differences in tongue-innervating sensory neurons between males and females under naïve and diseased state. We used tongue cancer as our disease model as approximately 50% of oral cancer patients report pain throughout the course of the disease and of these, the prevalence of pain is highest in tongue cancer patients^23–26,49^. Pain from tongue cancer is extremely weakening and significantly deteriorates patient quality of life in addition to having cancer due to very limited treatment options available. Therefore, using the orthotopic tongue cancer xenograft model in mice, we performed bulk-RNA sequencing of isolated tongue-innervated sensory neurons from males and females, to identify changes in genes, biological processes and molecular function between sexes under normal and tumor-bearing conditions.

## Results

### Isolation of lingual TG neurons revealed differences in number of innervating neurons between males and females

To assess transcriptomic changes in tongue-innervating TG neurons in males and females under naïve and tumor-bearing conditions, we performed bulk-RNA sequencing of lingual TG neurons. To achieve this, we first isolated retro-labeled TG neurons innervating mouse tongue using WGA-488 and subsequently flow-sorted fluorescently labeled neurons from four groups: Male normal (MN), Male tumor (MT), Female Normal (FN) and Female Tumor (FT). Representative gating strategy for the sorting protocol is shown in Fig. 1A. Flow sorting obtained an average of approximately 10 K to 23 K neurons per sample for all four groups (Fig. 1B and Suppl Table 1). Surprisingly, we found that the number of neurons isolated from all of female samples from both groups (i.e. FN and FT,) were higher (approx. 22,000 cells) compared to male groups (i.e. MN and MT, approx. 12,000 cells) (Fig. 1B). In potting the percentage of WGA + neurons sorted over all live events in the samples, we found that percentage of WGA + neurons isolated from female samples were significantly higher (approx. threefold, one-way ANOVA, *p* < 0.05) than in males (Fig. 1C) suggesting that female mice may have increased number of sensory neurons innervating the tongue tissue compared to males in mice. To further investigate this finding, we employed immunohistochemistry to evaluate nociceptive and non-nociceptive WGA + neurons in naïve male and female mice. We used TRPV1 to distinguish between the two neuronal classes and found that males had a higher percentage of TRPV1 + tongue innervating neurons compared to females Fig. 1D and E) (25.3% males vs. 18.89% females, two-way ANOVA, *p* = 0.0197). Accordingly, females had a higher percentage of TRPV1 negative tongue innervating neurons than males (Fig. 1D and E) (74.39% males vs. 81.10% females, two-way ANOVA, *p* = 0.0168).

**Figure 1:**
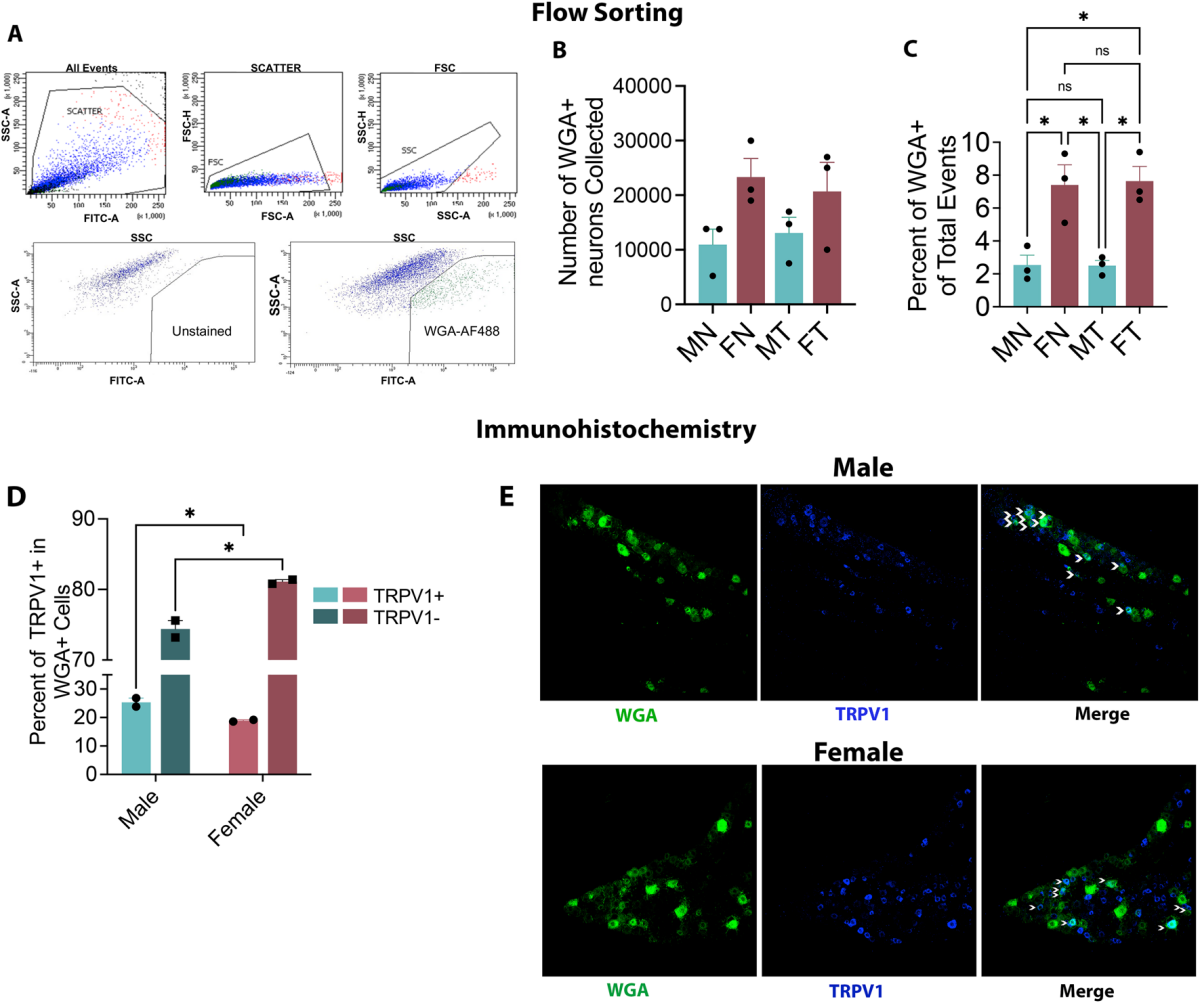
Isolation and Estimation of Tongue-Innervating Sensory Neurons. (**A**, **B** and **C**) Male and Female mice were injected with 3 × 10^5 HSC3 cells in the tongue and at day 13 post-cell inoculation, tongue tissues were bilaterally injected with 1% WGA-488. Normal group received no HSC3 cells. Two days later, TG tissues were dissected to make single-cell suspension and subjected to flow sorting. Animals were grouped into male normal (MN), male tumor (MT), female normal (FN) and female tumor (FT). N = 3 samples per group. (**A**) Gating Strategy for flow sorting is shown. (**B**) Number of cells sorted for each group. Data points represent numbers of cells in each sample. (**C**) Percentage of WGA + neurons of total events in each group. Data points represent percentage of cells in each sample. Data are represented as mean ± SEM and analyzed by one-way ANOVA with Sidak’s post-hoc test.*p* < 0.05. (**D** and **E**) Naïve male and female mice were injected with 1%WGA-488 and 2 days later, TG tissues were harvested for immunohistochemistry. Images were taken at 20 × magnification using the Nikon C1 confocal microscope. N = 2 mice per group. (**D**) Percentage of TRPV1 + /WGA + and TRPV1-/WGA + TG neurons in naïve males and females. Each data point represents average percentage of neurons per mouse. A total of 10 images were taken per mouse. Data in bar graphs are represented as mean ± SEM and analyzed by one-way ANOVA with Sidak’s post-hoc test. (**E**) Representative images of WGA and TRPV1 staining of TG tissues in male and females are shown. Arrows indicate colocalization of TRPV1 and WGA.

### Sex-dependent differences in gene expression in lingual neurons of naïve mice

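Sensory neurons that innervate the tongue were labeled by injecting wheat germ agglutinin (WGA), a tracer that nerve endings take up and carry to the cell body, into the tongue, and WGA-positive cells were sorted from dissociated trigeminal ganglia (TG). RNA of 12 samples was sequenced, 3 in each of the groups MN (normal male), MT (male with tongue tumor), FN (normal female) and FT (female with tongue tumor). Each normal sample pooled 4 TGs from 2 mice, and each tumor sample pooled 4 ipsilateral TGs from 4 mice. Ganglia were collected on day 15 after 350000 cells of HSC3, a human oral squamous cell carcinoma line, were inoculated in the tongue of athymic nude mice. The paper's methods state that the normal group received the same number of human normal oral keratinocytes in the tongue, whereas the sample labels state that it received none, so whether the tumor comparisons are against injected or uninjected tongues was not settled. The paper's methods give the WGA solution as 1%, and the sample labels give it as 0.5%. The authors prepared SMART-seq2 libraries, sequenced single reads, aligned them to the mouse genome build mm9 with TopHat2 and counted the reads on each gene with HTSeq. The paper's text does not give the versions, the gene annotation or the strand setting of these steps. The deposited values are whole read counts for 22609 gene symbols without normalization. Reads counted on genes ranged from 7112207 to 8922011 per library in MN (median 8714106), from 7198116 to 8098997 in MT (median 7950797), from 7300753 to 7955100 in FN (median 7664479) and from 4592891 to 7289906 in FT (median 7171648). Of all reads, 30825251 to 42495642 per library, between 76.3% and 88.8% were assigned to no gene, chiefly because they mapped to several places or lay outside annotated genes, and these were left out of library sizes and tests. CPM values scale a gene's reads to the reads counted on genes in its library, and RPKM was computed from the CPM and the combined length of a gene's exons in GENCODE mouse release M1, whose symbols matched 95.7% of the genes and which gave the mm9 positions. A group whose libraries all held 3 counts or fewer was taken as at the limit of detection, and folds against such a group are lower bounds, which cover counting error only because the libraries carry no molecular identifiers.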

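Reads mapped to several places made up 56.0% of all reads in FN replicate 2, 68.4% in FT replicate 2 and 52.6% in FT replicate 3, against 43.0% to 45.5% in each of the other 9 libraries. Across the 13835 genes tested, which are not independent replicates, the highest Spearman rho with any of these 9 libraries was 0.850 for FN replicate 2, 0.811 for FT replicate 2 and 0.908 for FT replicate 3, whereas no pair among the 9 had a rho under 0.971. The first principal component of the log2 CPM held 49.9% of the variance and the second 25.4%. Genes of the sex chromosomes followed the labels in each library, with 96.5 to 234 CPM of Xist in the 6 female libraries and 0.42 CPM or less in the 6 male libraries. Ddx3y lay between 48.1 and 68.0 CPM in males and at 0.27 CPM or less in females, and Eif2s3y between 28.3 and 45.3 CPM in males and at 0 in females. Tsix was at least 28.4 CPM in females and at most 0.25 CPM in males, while Kdm5d was at least 2.52 CPM and Uty at least 6.29 CPM in males, with at most 0.14 and 0.22 CPM in females.

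**Figure D1:**
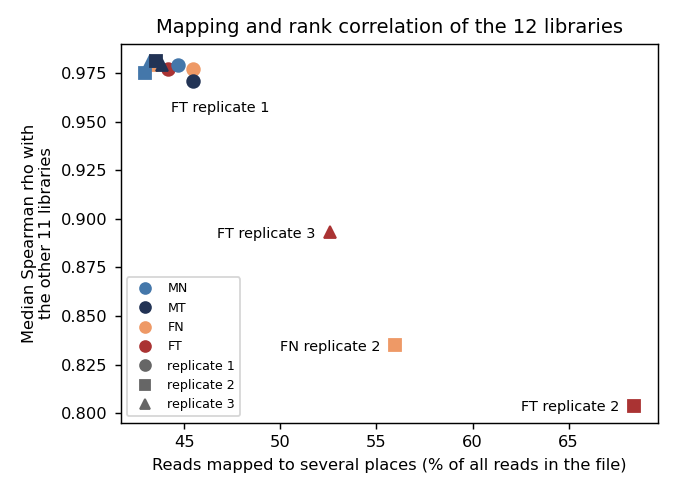
Median Spearman rho of each library with the other 11 (vertical axis) against its percent of reads mapped to several places (horizontal axis), with the group shown by color and the replicate by symbol. FN replicate 2, FT replicate 2 and FT replicate 3 lie to the right of the other 9 libraries, above 50%, and below them in rho.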

Bulk-RNA sequencing was conducted of flow-sorted WGA + TG neurons from all four groups: MN, MT, FN and FT. Data were analyzed to identify differentially expressed genes (DEGs) using the criteria: RPKM > 5, FC > 1.5 and *p* < 0.05. 

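Differences between groups were tested with edgeR's quasi-likelihood test on the counts, in a single fit of the 12 libraries with a mean for each group, TMM normalization and the filterByExpr filter, which kept 13835 genes, and p values were adjusted by the Benjamini-Hochberg method. Genes on X and Y were left out of the comparisons between the sexes, which left 13360 genes. The criteria for DEGs were then applied to that fit, as an unadjusted p under 0.05, a fold change over 1.5 in either direction and a mean RPKM over 5 in at least 1 of the 2 groups. For its own p values the paper names DESeq, so its counts of DEGs come from a different test. This design, the alternatives to it, the marker lists and the rule for cytokines were written before the data were examined. The mean RPKM and fold changes that the paper prints for the 15 genes of Supplementary Table 3 show which libraries entered its means. Ratios of mean CPM over all 6 male libraries differed from the paper's MT versus MN values by at most 0.013%. The paper's FN means were reached with FN replicates 1 and 3, where the FN to MN ratios differed by at most 0.029%, and the FT versus FN values with replicates 1 and 3 of both groups, where they differed by at most 0.024%. With all 3 replicates, the FN to MN ratios differed from the paper's by up to 239.8% (median 71.5%) and the FT to FN ratios by up to 299.7% (median 58.6%). The best other choice among the 42 combinations of FT and FN libraries differed by up to 87.7% (median 18.2%). The paper gives 3 samples per group, and its text gives no reason for means without FN replicate 2 and FT replicate 2. Values are therefore given first over the 10 libraries that match, a set chosen after these values were seen, and then over all 12. The 4-group fit of the 10 libraries tested 13943 genes, and 13462 without X and Y.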

Our RNA sequencing data of markers of neuronal and non-neuronal cells confirmed that our samples from all four groups were enriched in neurons post- flow sorting (Supplementary Fig. 1). 

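Counts of markers shown in Supplementary Fig. 1 are given as the range over all 12 libraries. Among neuronal genes, Tubb3 ranged from 1943 to 6006 CPM, Pirt from 485 to 2070.2 CPM and Calca from 3242 to 11272 CPM. For fibroblasts, Dcn ranged from 43.8 to 236 CPM, Mgp from 12.8 to 209.5 CPM and Col1a1 from 0.78 to 8.37 CPM. Of the immune cell genes, Ptprc reached at most 2.61 CPM and Cd74 ranged from 2.64 CPM in MT replicate 1 to 88.5 CPM in MT replicate 3. For glial cells, Aif1 ranged from 0.41 to 8.49 CPM. For Schwann cells, Scn7a ranged from 103 to 252 CPM and Gldn from 3.52 to 19.2 CPM, and the endothelial gene Flt1 ranged from 28.6 to 173 CPM. Values in FN replicate 2 were 4576 CPM for Tubb3, 485 CPM for Pirt and 11272 CPM for Calca, the last of which was the highest of any library, and FT replicate 2 held the lowest Tubb3 and Calca values, 1943 and 3242 CPM. The mean log2 CPM of a list of 24 sensory neuron genes lay between -0.27 and 0.02 relative to MN in every library, whereas that of 24 macrophage genes ranged from -0.62 in MT replicate 1 to 3.11 in FT replicate 3. The same difference was -0.24 and 1.71 in FN replicate 2, and -0.01 and 2.46 in FT replicate 2, for the 2 lists in that order. Sensory neuron genes on the list moved in both directions in these libraries, with Trpv1 at 11.35 CPM in FN replicate 2, 5.44 CPM in FT replicate 2 and 35.14 CPM in FT replicate 3, against 150.17 to 262.83 CPM in the other 9. Avil was at 242.03, 662.76 and 425.01 CPM in the same 3 libraries and at least 1148.45 CPM in the other 9, while Nefh was at 3133.76 CPM in FT replicate 2 and from 369.92 to 1020.02 CPM in the other 11.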

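FN and MN were compared over genes outside X and Y. In FN replicates 1 and 3 against MN replicates 1 to 3, 308 genes met the criteria, of which 262 were higher and 46 lower in FN. Over all 12 libraries 499 genes met them, 478 higher and 21 lower, and 147 genes met them in both fits. In neither of these 4-group fits did a gene have an adjusted p under 0.05 with edgeR, while an unadjusted p under 0.05 was found for 819 genes over the 10 libraries and for 744 over the 12. A fit of FN replicates 1 and 3 and the MN libraries alone, chosen after the values were seen, put 728 genes under an adjusted p of 0.05, and of the alternatives over 12 libraries limma-voom with sample quality weights moved this count most, to 800 genes. The number of DEGs under the criteria moved with single libraries, to 137 genes without FN replicate 2, 931 without FN replicate 1 and 1089 without FN replicate 3. It was 205, 146 and 220 genes without MN replicate 1, 2 and 3. All libraries of FN lay above or below all those of MN for 19.8% of the 13360 genes, where chance gives 10% for 3 against 3.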

In comparing FN versus MN groups, we identified a total of 81 DEGs between both sexes after excluding all sex-linked genes. Of these, 30 genes were exclusively expressed in females and only 2 genes exclusively expressed in males (Fig. 2A and B.). 

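Fig. 2A lists 32 genes, of which 30 are shown as expressed in FN. Reads were counted on 26 of these 30 genes in every MN library, and 2 of the 30 had 3 counts or fewer in each MN library. The median of the mean CPM over the 30 genes was 4.95 in MN, 13.7 in FN replicates 1 and 3, and 11.5 in all 3 FN libraries. In MN the mean RPKM was 5 or less for all 30 genes. The FN mean was over 5 for 18 of them without FN replicate 2 and for 12 with it. Each FN library was above each MN library for 25 genes without FN replicate 2 and for 12 genes with all libraries (chance leaves 10% of genes without overlap, counting both directions, for 3 against 3). Of the 25 genes of Fig. 2A that lie outside X and Y and had enough counts for the test, all changed in the direction shown. An unadjusted p under 0.05 was found for 12 of these over the 10 libraries and for 7 over the 12, and when adjusted over the list alone, edgeR's p was under 0.05 for 7 and 3 genes. Adjusted over all genes tested, edgeR's p was under 0.05 for 0 of the 25 in either fit, and for 13 in the fit of FN replicates 1 and 3 and the MN libraries alone, where 21 had an unadjusted p under 0.05. The study chose these genes on the same libraries, so none of these counts is independent evidence.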

The remaining 49 genes, while expressed in both sexes, were significantly upregulated in females compared to males (Fig. 2C and D). 

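Over the 10 libraries, all 49 genes of Fig. 2C were tested and all were higher in FN, with a median log2 fold change of 0.74. An unadjusted p under 0.05 was found for 30 of them, and 11 had an edgeR p under 0.05 adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Including FN replicate 2, 47 of the genes were tested and all 47 were higher in FN, with a median of 0.83, 20 at an unadjusted p under 0.05 and 0 adjusted over the list alone. No gene of the list passed 0.05 when adjusted over all genes tested in either fit. The fit of FN replicates 1 and 3 and the MN libraries alone put 34 of 46 tested genes under 0.05 adjusted over all genes tested. The mean RPKM was over 5 in at least 1 group for 40 of the 49 genes over the 10 libraries and for 39 over the 12.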

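Sprr1a (small proline-rich protein 1A) lies on chromosome 3 of mm9 from 92287877 to 92289816. Its mean was 31.1 ± 31.9 CPM (SD, n = 2) in FN replicates 1 and 3 and 2.50 ± 1.03 CPM (SD, n = 3) in MN, a log2 fold change of 3.59 (standard error 0.73, adjusted p = 0.509 from edgeR's quasi-likelihood test). FN replicate 2 held 167 CPM, and over all 12 libraries the FN mean was 76.5 ± 81.7 CPM with a log2 fold change of 5.199 (standard error 0.96, edgeR adjusted p = 0.809). The adjusted p for Sprr1a ranged from 2.45e-07 with DESeq2 to 1 over the alternatives, and leaving out FN replicate 1 brought edgeR's adjusted p to 0.0269. C1qc (chromosome 4, 136445719 to 136448980) had 27.475 ± 16.966 CPM in FN replicates 1 and 3 against 3.10 ± 1.13 CPM in MN, a log2 fold change of 3.10 (standard error 0.90, edgeR adjusted p = 0.518), and 3.31 (standard error 0.87, edgeR adjusted p = 0.809) over all libraries, with 30.3 CPM in FN replicate 2. S100a9 (chromosome 3, 90496554 to 90499643) had a log2 fold change of 1.73 (standard error 0.84, edgeR adjusted p = 0.822), and of 2.14 (standard error 0.90, edgeR adjusted p = 0.809) with FN replicate 2, which held 13.7 CPM. Each FN library was above each MN library for these 3 genes. Adjusted p values over the alternatives ranged from 1.75e-12 to 1 for C1qc and from 0.082 to 1 for S100a9. Tsix (chromosome X, 100626856 to 100680296) had 29.2 to 69.5 CPM in FN and 3 counts or fewer in each MN library, and was at least 100.0-fold higher in FN over the 10 libraries and at least 130.0-fold higher over the 12. Tsix overlaps Xist on the opposite strand, so its reads and those of Xist cannot be separated where the counting strand is not stated.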

Details of RPKM and FC of the top 10 genes is listed in Supplementary Table 2. 

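Ddx3y lies on chromosome Y of mm9 from 597158 to 623056, with a mean of 60.0 ± 7.23 CPM (SD, n = 3) in MN. In each FN library it had 3 counts or fewer, at least 152-fold lower than in MN with FN replicates 1 and 3 and at least 153-fold lower with all 3. Fam23a (chromosome 2, 14096151 to 14143598) had 0.42, 1.34 and 0.23 CPM in MN replicates 1, 2 and 3, and 0 and 0.14 CPM in FN replicates 1 and 3. FN replicate 2 held 0.26 CPM, within the range of MN, so that FN lay below MN only where this library was left out. FN libraries held 3 counts or fewer of Fam23a, as did MN replicates 1 and 3, with 3 and 2 counts, so that a level at least 1.69-fold lower in FN rests on the 12 counts of MN replicate 2 alone. The mean RPKM of Fam23a was 0.183 in MN with its exon length of 3636 bases, and its counts were too low for the test.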

Two genes, that were higher in males than females were Fam23a (transmembrane protein 236) and Ddx3y (DEAD box helicase). In further assessing the expression of female-specific genes, we tested the expression of selected two genes: Csf1R and C1qa using immunohistochemistry and confirmed their higher expression in females than in males. Csf1R was expressed in ~ 42% of all WGA + neurons in females compared to 5.5% of WGA + neurons in males (Unpaired Student T test, *p* = 0.041) (Fig. 2E). Of all Csf1R positive neurons innervating the tongue in females, 18% were found to be TRPV1 positive (Fig. 2F and G) (Paired Student’s T test, *p* = 0.035). Similarly, ~ 52% of all tongue innervating neurons expressed C1qa in females whereas almost no expression of this gene was found in males (Fig. 2H) (Unpaired Student T test, *p* = 0.025). Majority of C1qa positive neurons in the tongue of females were TRPV1 negative (94%) with only a very small proportion of C1qa expression in TRPV1 + nociceptors (6%) (Fig. 2I and J) (Paired Student’s T Test, *p* = 0.0005).

**Figure 2:**
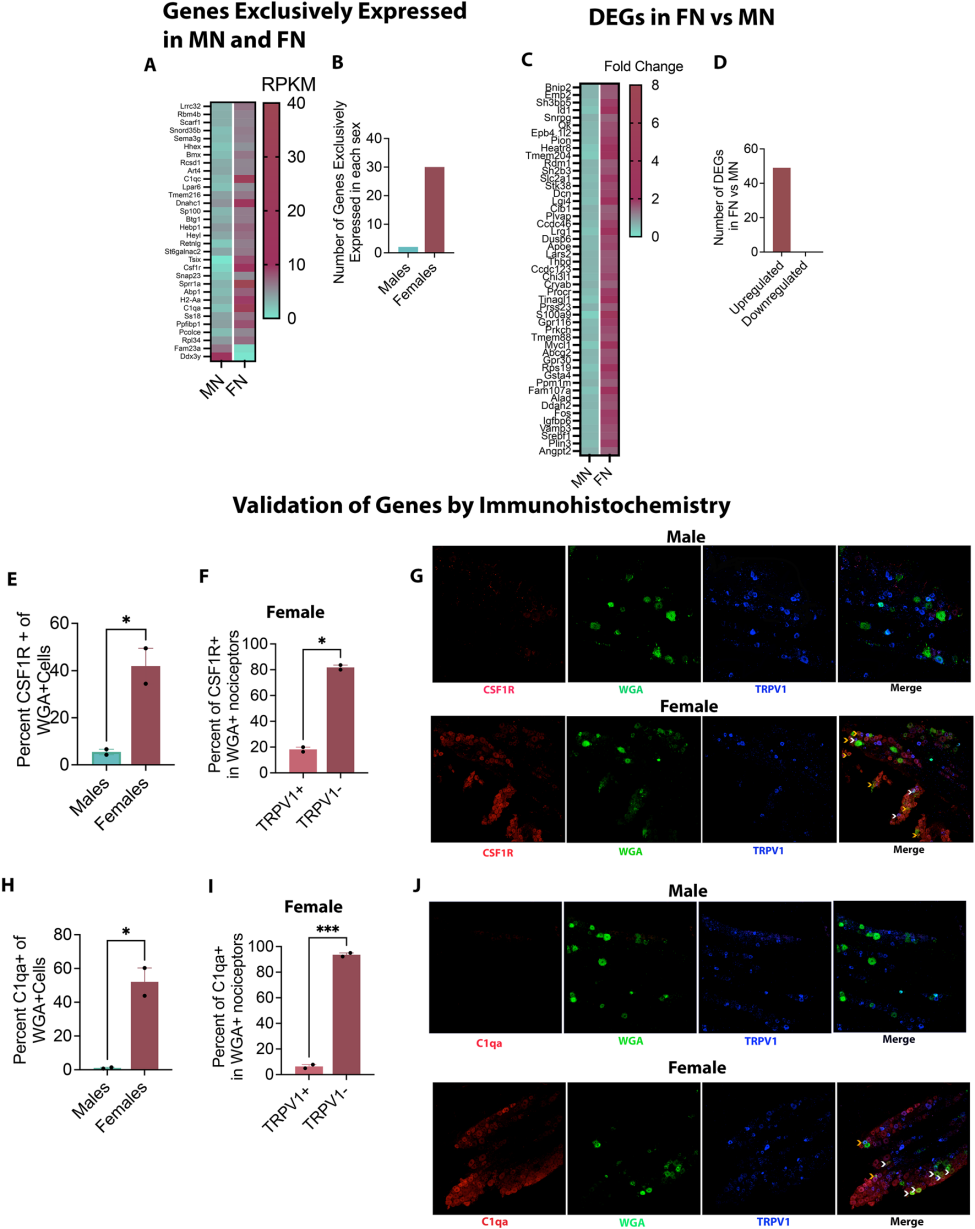
Differentially Expressed Genes in Male versus Female Lingual Neurons. (**A**–**D**) Flow sorted neurons were subjected to RNA sequencing. DEGs were identified in normal male and female mice based on RPKM > 5, FC > 1.5 and *p* < 0.05. N = 3 per group. (**A**) Heatmap of genes that were expressed exclusively in tongue-innervating neurons of normal male and female mice. (**B**) Number of genes in males and females is depicted as bar graphs. (**C**) Heatmap of genes differentially expressed in female normal (FN) versus male normal (MN). (**D**) Bar graphs shows number of genes upregulated and downregulated in FN versus MN. (**E**–**J**) Validation of RNA sequencing data in normal male and female by Immunohistochemistry. N = 2 mice per group. Images taken with C1 Nikon Confocal Microscope at 20 × magnification. (**E**) Percentage of WGA + neurons expressing Csf1R in males and females. Each data point represents average percentage of neurons per mouse. 6–7 images were taken per mouse. Data are represented as mean ± SEM and analyzed by unpaired Student’s T Test at *p* < 0.05. (**F**) Percentage of Csf1R in lingual TRPV1 + and TRPV1- neurons. Each data point represents average percentage of neurons per mouse. Data are represented as mean ± SEM and analyzed by paired Student’s T Test at *p* < 0.05 (**G**) Representative images of immunostaining of Csf1R and TRPV1 in WGA + neurons in males and females. White arrows indicate colocalization of Csf1R and WGA whereas orange arrows indicate colocalization of Csf1R, WGA and TRPV1. (**H**) Percentage of WGA + neurons expressing C1qa in males and females. Each data point represents average percentage of neurons per mouse. 6–7 images were taken per mouse. Data are represented as mean ± SEM and analyzed by unpaired Student’s T Test at *p* < 0.05 (**F**) Percentage of C1qa in lingual TRPV1 + and TRPV1- neurons. Each data point represents average percentage of neurons per mouse. Data are represented as mean ± SEM and analyzed by paired Student’s T Test at *p* < 0.05 (**G**) Representative images of immunostaining of C1qa and TRPV1 in WGA + neurons in males and females. White arrows indicate colocalization of C1qa and WGA whereas orange arrows indicate colocalization of C1qa, WGA and TRPV1.

To assess whether the genes exclusively expressed in females may have a role in nociception, we tested the function of Csf1R in sensitizing nociceptors due to its expression in TRPV1 + neurons. Accordingly, we explored whether its ligand Csf1 sex-selectively increases TRPV1 responses in TG neurons. As shown in Fig. 3A, proportion of WGA + and WGA- neurons that were responsive to CAP did not change with Csf1 treatment in females. However, Csf1 significantly increased CAP-evoked calcium accumulation of WGA + as well as WGA- cells (Fig. 3B and C). Expectedly, Csf1 treatment neither altered the percentage of CAP responsive neurons (Fig. 3D) nor CAP-evoked calcium accumulation in male neurons (Fig. 3E and F). These data indicate that Csf1R in sensory neurons may sex-specifically contribute to nociceptive responses.

**Figure 3:**
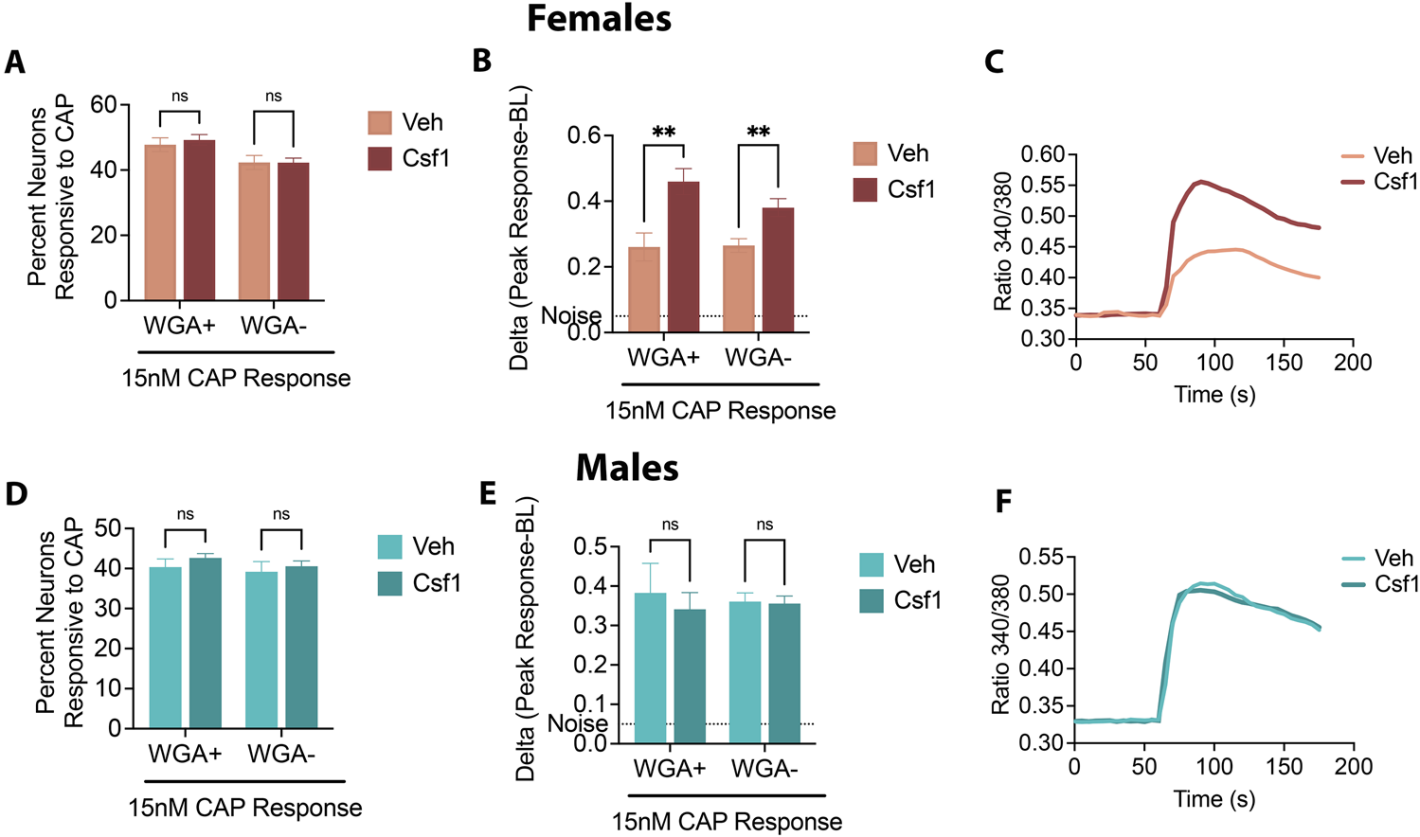
Effect of Csf1 in CAP-evoked calcium influx in male and female TG Neurons. (**A**), (**B**) and (**C**) Naïve female and (**D**), (**E**) and (**F**) naïve male mice were injected with 0.5% WGA and 2 days later, TG neuronal cultures were treated with either vehicle (Veh) or 100 ng/ml Csf1 overnight. Following treatment, neurons were recorded for 15 nM CAP-evoked calcium response. (**A**) and (**D**). Data are presented as mean ± SEM of percent neurons responsive to CAP in WGA + and WGA- neurons. Data analyzed by two-way ANOVA with Sidak post-hoc test at *p* < 0.05 (**B**) and (**E**). Data are presented as mean ± SEM of delta values calculated by subtracting baseline (BL) from peak CAP response in WGA + and WGA- neurons. Data analyzed by two-way ANOVA with Sidak post-hoc test at *p* < 0.05. (**C**) and (**F**). Representative traces of CAP response in Veh and CSF1 treated neurons is shown. Experiments were performed twice on two different days for each sex. 250–300 neurons were recorded per group.

### Changes in transcriptomic profile of lingual neurons upon tongue tumor growth in males and females

We next compared MT versus MN to elucidate the changes in transcriptome of tongue-innervating neurons upon HSC3-induced tongue tumor in male mice. 

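All 6 male libraries are among the 10, and only the female libraries that share the fit differ between the 2 sets. In the 4-group fit of 10 libraries, 90 genes met the criteria in MT versus MN, 73 higher and 17 lower in MT. With FN replicate 2 and FT replicate 2 in the fit 21 genes met them, 18 higher and 3 lower, and 20 genes were common to both. A fit of the 6 male libraries alone gave 117 genes, 89 higher and 28 lower. No gene had an adjusted p under 0.05 with edgeR in either 4-group fit, where 318 genes (10 libraries) and 59 genes (12 libraries) had an unadjusted p under 0.05. A 4-group fit gives each gene 1 spread for all groups. The common biological coefficient of variation, edgeR's measure of spread, was 0.4281 over the 12 libraries, against 0.1559 for MT and MN alone. Both counts at an unadjusted p are fewer than unchanged genes would give, so these fits are too cautious for males. Their adjusted p values do not show that a gene was unchanged. The fit of the male libraries alone put 6 genes under an adjusted p of 0.05, which were Sprr1a, Gal, Serpinb1a, Fbln2, Cirbp and Gpr151. Limma-voom with sample quality weights moved the adjusted count most among the alternatives with all 12 libraries, to 47 genes. Within the 12-library fit, 9 genes met the criteria without MT replicate 3, and 10 genes without any 1 of the MN libraries. MT and MN did not overlap for 13.1% of genes, where chance gives 10%.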

As shown in Fig. 4A and B, we observed 83 DEGs, of which 75 genes were upregulated and 8 genes were down-regulated in tumor-bearing group compared to control. Of the 75 up-regulated genes, two were sex-linked genes (Fig. 4B) (i.e. Timp1 and Rbm3). 

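Timp1 (chromosome X of mm9, 20447292 to 20451861) had 22.9 ± 3.37 CPM (SD, n = 3) in MT and 10.4 ± 3.64 CPM (SD, n = 3) in MN. Its log2 fold change was 1.16 in both 4-group fits, with a standard error of 0.39 over the 10 libraries and 0.54 over the 12, and an edgeR adjusted p of 1 in each. Rbm3 (chromosome X, 7716101 to 7723006) had 18.0 ± 1.24 CPM in MT and 11.2 ± 2.27 CPM in MN, and a log2 fold change of 0.70 with a standard error of 0.23 over the 10 libraries and 0.58 over the 12 (edgeR adjusted p = 1 in both). The mean RPKM of Rbm3 was 3.84 in MT and 2.39 in MN with its exon length of 4698 bases. For both genes each MT library was above each MN library. Over the alternatives, the adjusted p ranged from 0.00362 to 1 for Timp1 and from 0.109 to 1 for Rbm3.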

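Sprr1a had 47.6 ± 4.14 CPM (SD, n = 3) in MT. Relative to MN, the log2 fold change was 4.27, with a standard error of 0.70 and an edgeR adjusted p of 0.796 over the 10 libraries, and a standard error of 0.92 and an adjusted p of 1 over the 12. The 6 male libraries alone gave an edgeR adjusted p of 7.14e-05, and the alternatives ranged from 3.04e-54 to 1. Gal (galanin, chromosome 19 of mm9, 3409919 to 3414472) had 284 ± 37.5 CPM in MT and 55.6 ± 12.2 CPM in MN, a log2 fold change of 2.37 with a standard error of 0.49 (edgeR adjusted p = 0.921) over the 10 libraries and 0.80 (edgeR adjusted p = 1) over the 12. For Gal the male libraries alone gave an edgeR adjusted p of 0.000142, within a range of 6.54e-49 to 1 over the alternatives. Fgf23 (fibroblast growth factor 23, chromosome 6, 127022920 to 127031426) had 18.6 ± 6.12 CPM in MT and 4.39 ± 3.75 CPM in MN, a log2 fold change of 2.06 (standard error 0.54, edgeR adjusted p = 1) over the 10 libraries and 2.07 (standard error 0.90, edgeR adjusted p = 1) over the 12. Its log2 fold change was 1.61 to 2.96 when single libraries were left out, and the lowest adjusted p over the alternatives was 0.0396, the highest 1. MT lay above MN in every library for the 3 genes.

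**Figure D2:**
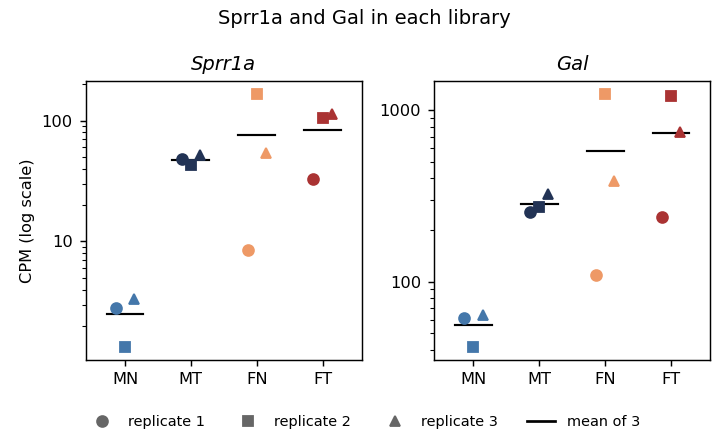
CPM on a log scale of Sprr1a and Gal in each library (symbols, by replicate) of MN, MT, FN and FT, with the mean of 3 libraries as a line. The MT libraries lie above all MN libraries for both genes, and FN replicate 2 holds 167 CPM of Sprr1a.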

The Top 3 genes that were upregulated upon tumor growth were found to be Sprr1a (small proline-rich protein 1A, FC = 19.09, *p* < 0.01), Gal (Galanin, FC = 5.11, *p* < 0.0001) and FGF23 (fibroblast growth factor receptor 23, FC = 4.22, *p* < 0.001) (Fig. 4C). 

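Sst (somatostatin, chromosome 16 of mm9, 23889667 to 23890930) had 4.06 ± 1.31 CPM (SD, n = 3) in MT and 13.0 ± 4.64 CPM (SD, n = 3) in MN. The log2 fold change was -1.66 in both fits, with a standard error of 0.34 and an edgeR adjusted p of 0.921 over the 10 libraries, and of 0.68 and 1 over the 12. Ms4a3 (chromosome 19, 11703987 to 11715341) had 3.51 ± 0.83 CPM in MT and 10.7 ± 3.55 CPM in MN, with a log2 fold change of -1.59 and a standard error of 0.41 over the 10 libraries and 0.50 over the 12 (edgeR adjusted p = 1 in both). MT was below MN in every library for both genes. Adjusted p values over the alternatives ranged from 0.00198 to 1 for Sst and from 0.00613 to 1 for Ms4a3. Gm2058 (chromosome 7, 46843888 to 46847049), a pseudogene of Ube2h, had 0.84, 0.78 and 0.80 CPM in MN replicates 1, 2 and 3 and 0.25, 0.14 and 0.12 CPM in MT, where each library held 3 counts or fewer, so that it was at least 2.09-fold lower in MT. Its counts were too low for the test, and reads that also align to Ube2h would have been left out, so the value is uncertain.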

The top three genes downregulated in the tumor-bearing group of male mice were Gm2058 (ubiquitin-conjugating enzyme E2H pseudogene, FC = 0.211, *p* < 0.05), Sst (somatostatin, FC = 0.313, *p* < 0.001), Ms4a3 (membrane-spanning 4-domains, subfamily A, member 3, FC = 0.327, *p* < 0.001) (Fig. 4C).

**Figure 4:**
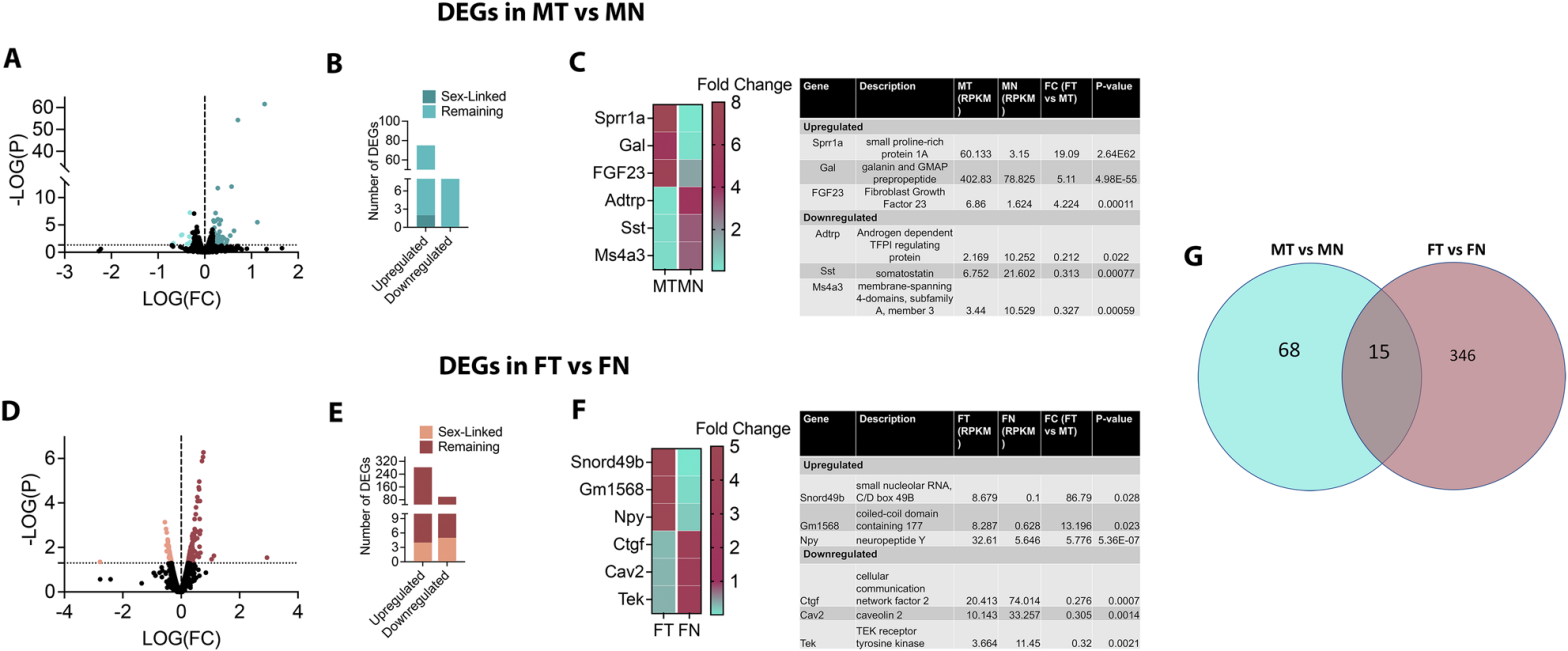
Effect of tongue tumor on transcriptomic profile of lingual neurons in male and female mice. DEGs were identified by conducting two comparisons. (**A**). Volcanic Plots for all genes for MT versus MN comparison. DEGs identified are colored showing downregulated genes on the left and upregulated genes on the right. (**B**). Number of upregulated and downregulated genes are plotted as bar graph. (**C**). Top three upregulated and downregulated genes in MT versus MN are plotted as heatmap as well as tabulated for values of RPKM, Fold change (FC) and *p*-value. Data for heatmap plotted as fold change. Similarly, (**D**). Volcanic plots for FT versus FN. (**E**). Bar graph for upregulated and downregulated genes for FT versus FN. (**F**). Top 3 three upregulated and downregulated DEGs in FT versus FN as heatmaps and tabulated for RPKM, FC and *p*-values. Data in heatmap plotted as fold change. (**G**). Venn Diagram indicating number of overlapping and non-overlapping between MT versus MN and FT versus FN.

Unlike in males, the number of DEGs in females upon tumor growth were considerably higher (Fig. 4D). 

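In FT replicates 1 and 3 against FN replicates 1 and 3, 1370 genes met the criteria in the 4-group fit of 10 libraries, 986 higher and 384 lower in FT. A fit of these 4 libraries alone gave 118 genes, 80 higher and 38 lower. Over all 12 libraries 308 genes met the criteria, 276 higher and 32 lower, and 61 of these were also among the 1370. An edgeR adjusted p under 0.05 was reached by no gene in any of the 3 fits, while an unadjusted p under 0.05 was found for 2048, 268 and 528 genes. Female p values in the 4-group fits use a spread shared with the male libraries, whose replicates lay closer together. Its common coefficient of variation was 0.4281 over the 12 libraries, against 0.5718 for FT and FN alone. Such p values are likely too small, so the 1370 genes are likely too many. Over the 12 libraries the number meeting the criteria fell to 68 without FT replicate 2 and rose to 1547 without FN replicate 2. Without FN replicate 1, FN replicate 3, FT replicate 1 or FT replicate 3 it was 150, 149, 1396 or 984. Among the other alternatives, limma-voom with sample quality weights reversed the balance of directions, with 162 genes higher and 361 lower in FT. FT and FN did not overlap for 2.49% of the genes over the 12 libraries, where chance gives 10%. Of the 1370 genes, 9.7% had FT replicate 1 past 1.5-fold of the mean of FN replicates 1 and 3, against 99.6% for FT replicate 3, and both shares are over genes chosen in a fit that includes these libraries. FT replicate 1 differed from that mean in the same direction for 1344 of the 1370 genes. FN replicate 2, a normal library outside this fit, was past 1.5-fold of that mean for 94.3%.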

Comparing FT versus FN, we observed a total of 382 DEGs (Fig. 4D and E), out of which 283 genes were upregulated and 99 genes were downregulated. 

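Over FN and FT replicates 1 and 3, log2 fold changes of X-linked genes were 1.06 for Timp1, 0.97 for Arxes1, 0.95 for Timm17b and 1.04 for Rnf113a1 in FT versus FN. They were -1.23 for Bmx, -1.15 for Gyk, -1.09 for Map3k15, -1.05 for Tmem47 and -1.06 for Slitrk4. Both FT libraries lay beyond both FN libraries in these directions for 8 of the 9 genes, Timp1 being the exception, and the edgeR adjusted p was 0.334 for each of the 9. With FN replicate 2 and FT replicate 2 included, the groups overlapped for all 9 genes and the edgeR adjusted p was 0.994. The log2 fold change was then 0.44 for Timp1, 0.07 for Arxes1, 0.23 for Timm17b and -0.38 for Rnf113a1, the last with 18.7 CPM in FN replicate 2 and 3.05 CPM in FT replicate 2 against 5.41 to 12.1 CPM in the other 4 libraries. It was -0.50 for Bmx, -0.85 for Gyk, -0.72 for Map3k15, -0.17 for Tmem47 and -0.46 for Slitrk4. FN replicate 2 and FT replicate 2 held 59.8 and 52.7 CPM of Timp1, 54.4 and 15.9 CPM of Arxes1, 62.1 and 40.3 CPM of Timm17b, and 35.5 and 83.8 CPM of Tmem47. They held 10.3 and 15.5 CPM of Bmx, 3.39 and 7.19 CPM of Gyk, 31.31 and 43.98 CPM of Map3k15, and 2.61 and 10.7 CPM of Slitrk4. Single libraries decided several directions over the 12, since without FT replicate 3 the values were -0.56 for Arxes1 and 0.13 for Tmem47, without FN replicate 1 they were -0.04 for Timm17b and 0.07 for Slitrk4, and without FN replicate 2 that of Rnf113a1 was 0.70. Arxes1 lies beside the near-identical Arxes2, so reads shared by both are not in its counts.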

Four upregulated (i.e. Timp1, Arxes1, Timm17b and Rnf113a1) and five downregulated (i.e. Bmx, Gyk, Map3k15, Tmem47 and Slitrk4) genes were sex-linked (Fig. 4E). The top three upregulated genes in FT versus FN comparison were found to be Snord49b (small nucleolar RNA C/D box 49B, FC = 86.79, *p* = 0.028), Gm1568 (coiled-coil domain containing 177, FC = 13.196, *p* = 0.0023) and Npy (neuropeptide Y, FC = 5.776, *p* < 0.0001) (Fig. 4F). 

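Npy (neuropeptide Y, chromosome 6 of mm9, 49772709 to 49779506) had 17.9 ± 22.8 CPM (SD, n = 2) in FT replicates 1 and 3 and 3.10 ± 2.78 CPM (SD, n = 2) in FN replicates 1 and 3, a log2 fold change of 2.70 (standard error 1.00, adjusted p = 0.334 from edgeR's quasi-likelihood test). FT replicate 3 held 34.02 CPM and FT replicate 1 held 1.78 CPM, within the FN range of 1.13 to 5.07 CPM. With FN replicate 2 (10.7 CPM) and FT replicate 2 (0.65 CPM), the log2 fold change was 1.02 (standard error 1.03, edgeR adjusted p = 0.994), and without FT replicate 3 it was -2.23. The adjusted p over the alternatives ranged from 0.334 to 1. Snord49b (chromosome 11, 62416581 to 62416652) is a small nucleolar RNA gene of 72 bases with 0 reads in FN replicates 1 and 3 and 0.27 and 0.84 CPM in FT replicates 1 and 3, at least 1.41-fold higher in FT, a bound that rests on the 6 counts of FT replicate 3 because FT replicate 1 held 2. FN replicate 2 held 0.13 CPM and FT replicate 2 held 4.35 CPM, which raised the bound to at least 4.63-fold. Gm1568 (chromosome 12, 81855033 to 81861528) had 0.96 and 0.70 CPM in FT replicates 1 and 3 and 0.13 and 0 CPM in FN replicates 1 and 3, at least 2.10-fold higher in FT. With 1.09 CPM in FT replicate 2 and 0.39 CPM in FN replicate 2 it was at least 2.33-fold higher. Both genes had too few counts for the test.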

The top three downregulated genes in tumor-bearing group of female mice were Ctgf (cellular communication network factor 2, FC = 0.276, *p* = 0.0007), Cav2 (caveolin 2, FC = 0.305, *p* < 0.0014) and Tek (TEK receptor tyrosine kinase, FC = 0.32, *p* < 0.0021) (Fig. 4F).

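Ctgf (chromosome 10 of mm9, 24315248 to 24318489) had 49.1 ± 41.1 CPM (SD, n = 2) in FT replicates 1 and 3 and 178 ± 38.6 CPM (SD, n = 2) in FN replicates 1 and 3, with a log2 fold change of -1.81 (standard error 0.56, adjusted p = 0.334 from edgeR's quasi-likelihood test). Over all libraries it was -1.92 (standard error 0.87, edgeR adjusted p = 0.994), with 26.8 CPM in FN replicate 2 and 1.31 CPM in FT replicate 2. Cav2 (chromosome 6, 17231185 to 17239115) had 34.013 ± 25.424 CPM in FT and 112 ± 27.7 CPM in FN over replicates 1 and 3, with a log2 fold change of -1.65 (standard error 0.41, edgeR adjusted p = 0.334), and of -1.46 (standard error 0.60, edgeR adjusted p = 0.994) with FN replicate 2 (12.8 CPM) and FT replicate 2 (12.4 CPM). Tek (chromosome 4, 94405980 to 94541667) had a log2 fold change of -1.59 (standard error 0.61, edgeR adjusted p = 0.334) over the 10 libraries and of -1.49 (standard error 0.81, edgeR adjusted p = 0.994) over the 12, where FN replicate 2 and FT replicate 2 held 3.26 and 2.83 CPM. FT was below FN in each of replicates 1 and 3 for the 3 genes, and the groups overlapped once FN replicate 2 was included. With FT replicate 1 left out, the log2 fold changes were -3.40 for Ctgf, -2.20 for Cav2 and -2.67 for Tek. The adjusted p ranged over the alternatives from 0.183 to 1 for Ctgf, from 0.196 to 1 for Cav2 and from 0.204 to 1 for Tek. A list of 24 endothelial markers, 8 of which the study lists, had a median log2 difference between FT and FN of -0.67 over the 10 libraries and -0.93 over the 12, and the markers that the study does not list had -0.34 and -0.91.

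**Figure D3:**
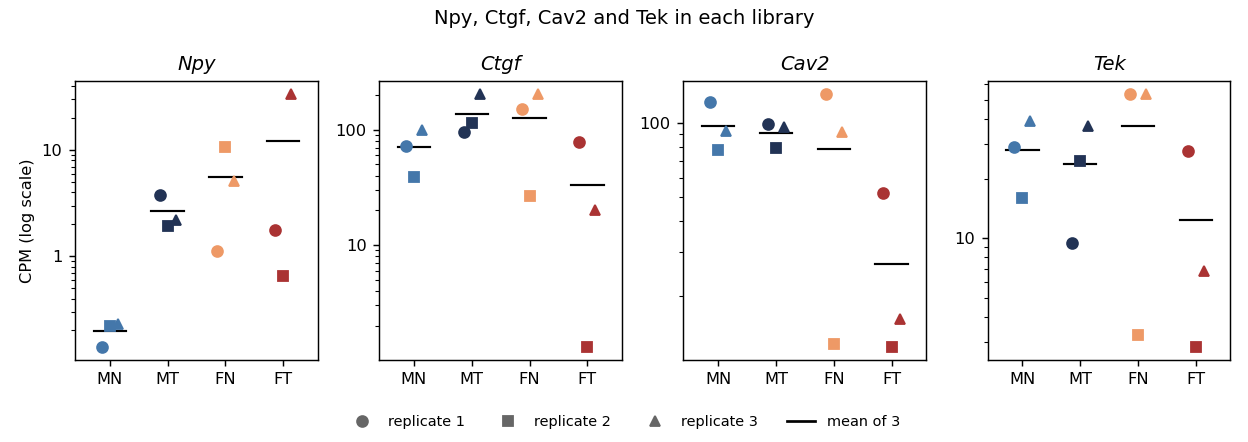
CPM on a log scale of Npy, Ctgf, Cav2 and Tek in each library (symbols, by replicate) of MN, MT, FN and FT, with the mean of 3 libraries as a line. FN replicate 2 lies with the FT libraries for Ctgf, Cav2 and Tek, and FT replicate 3 holds 34.02 CPM of Npy.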

Between DEGs observed from MT versus MN and FT versus FN, we found 18 genes that were common to both comparisons whereas majority of the genes were regulated in a sex-specific manner (Fig. 4G). 

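Over the 10 libraries, 15 genes met the criteria in both MT versus MN and FT versus FN. Among the 7382 genes past the expression criterion in both comparisons, 13.2 shared genes would arise by chance from lists of these sizes (hypergeometric). Over the 12 libraries 2 genes were shared, Fam107a and Sst, where chance gives 0.43. In fits of only the 2 groups compared over the 10 libraries, chosen after the values were seen, 11 genes were shared with edgeR, where chance gives 1.03, and 9 with DESeq2, where chance gives 1.81. Among the other alternatives, limma-voom with sample quality weights moved the number most, to 8 genes, and without FN replicate 2 it was 6.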

Interestingly though, out of the 18 common DEGs, 11 were upregulated in both comparisons whereas 3 genes that were upregulated in MT versus MN were significantly downregulated in FT versus FN (Suppl Table 3). In contrast 4 genes that were downregulated in MT versus MN were upregulated in FT versus FN (Suppl Table 3).

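Of the 15 genes shared over the 10 libraries, 9 were higher with tumor in both sexes. These were Apod, Fst, Gadd45b, Mlf1, Mustn1, Nfkbia, S100a11, Timp1 and Tnfsf9, while Fbln2 was lower in both. Abcg2, Ctgf, Fam107a and Sgk1 were higher in MT versus MN and lower in FT versus FN. Once FN replicate 2 and FT replicate 2 were included, no shared gene was higher in both sexes and Fam107a was higher in males and lower in females. The log2 fold change of Fam107a was 0.91 in males in both fits, and in females -1.12 over the 10 libraries and -1.04 over the 12 (edgeR adjusted p = 0.334 and 0.994), with 11.1 CPM in FN replicate 2 and 6.31 CPM in FT replicate 2. Supplementary Table 3 prints 15 genes, and in males all 15 changed in the direction printed. In females all 15 did so over the 10 libraries and 11 over the 12.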

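The gene lower in MT versus MN and higher in FT versus FN was Fabp7 over the 10 libraries and Sst over the 12. In females the log2 fold change of Sst was 0.75 over the 10 libraries and 1.78 over the 12 (edgeR adjusted p = 0.352 and 0.994), with 7.44 CPM in FN replicate 2 and 37.0 CPM in FT replicate 2, and without FT replicate 2 it was 0.31.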

Collectively, these data suggests that the regulation of lingual neurons by the tongue tumor may be considerably different in males and females.

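The difference between the sexes in the effect of the tumor was tested for each gene as an interaction in the 4-group fit. No gene reached an edgeR adjusted p under 0.05 over the 10 libraries or over the 12, while 818 and 203 genes had an unadjusted p under 0.05. The effect averaged over the sexes gave no gene under 0.05 either, with 1299 and 155 genes at an unadjusted p under 0.05. Over the 12 libraries both tests gave fewer genes at an unadjusted p under 0.05 than unchanged genes would give. The fit is thus too cautious there, and the absence of genes does not show equal effects in the sexes. Across genes, which are not independent replicates, the log2 fold changes of MT versus MN and FT versus FN had a Pearson r of 0.081 and a Spearman rho of 0.106 over the 10 libraries, and -0.061 and -0.094 over the 12. Simulated groups without any change gave a mean r of 0 for this pair of comparisons, which share no libraries. From the small number of common DEGs, some of them opposite in direction, the paper proposes that regulation of lingual neurons by the tumor may be considerably different in males and females.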

### Biological processes and molecular function regulated upon tumor growth in males and females

We next conducted gene ontology analyses to identify key biological processes in males and females upon tumor growth. Fourteen distinct biological processes were identified with upregulated DEGs in males upon tumor growth (Fig. 5A). These processes pertained to signaling mechanisms, immune process and inflammation, metabolic processes as well as some others including response to glucocorticoid stimulus, circadian regulation glial cell proliferation and apoptosis. 

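Biological processes were assigned by the authors with the Panther gene ontology resource, which could not be rerun without its annotation. For glucocorticoid stimulus, a list of 20 response genes had a median log2 difference in MT versus MN of 0.63 over either set of libraries, and 19 of the 20 were higher in MT. The adjusted p was 9.35e-16 over the 10 libraries and 7.08e-13 over the 12 from limma's camera with a preset correlation, and over the 12 it was 0.031 with an estimated correlation. Of the 20 genes 8 are among those the study lists, and without these the median was 0.28 over the 12 libraries. Per library, the mean log2 CPM of the list relative to MN was 0.24, 0.57 and 0.79 in MT replicates 1, 2 and 3. It was -0.25, -0.03 and 0.28 in MN replicates 1, 2 and 3, so MT replicate 1 lay below MN replicate 3 and the groups overlapped.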

Majority of DEGs in males were involved in signaling pathways and immune and inflammatory processes with predominant processes being second messenger signaling, response to growth factors, inflammatory response or leucocyte migration (Fig. 5A and Suppl Table 4). Additionally, considerable number of DEGs involved in cell differentiation and cell death were found to be upregulated in males upon tumor growth. Similar to males, sixteen processes were identified in females (Fig. 5B), although all were classified under regulation of signaling pathways, immune and inflammatory processes as well as other processes such as cell death, transport regulation and positive regulation of angiogenesis. DEGs contributing to metabolic processes and cell proliferation and differentiation were not found in females, unlike in males (Fig. 5B). Five specific processes were found to be common in both sexes. These included response to interferon-gamma, IL-1 signaling, leucocyte migration, inflammatory response and apoptosis (Fig. 5A and B). However, the number and type of DEGs involved in each of these pathways were different between males and females (Suppl Table 4 and 5). 

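A list of 20 interferon response genes had a median log2 difference in MT versus MN of 0.44 over the 10 libraries and over the 12, with 19 of the 20 higher in MT (limma's camera with a preset correlation, adjusted p = 2.08e-11 and 1.01e-10, and 0.108 over the 12 with an estimated correlation). In FT versus FN the median was 0.11 over the 10 libraries and -0.22 over the 12 (camera adjusted p = 0.835 and 0.108). The mean log2 CPM of the list relative to MN was 0 in FN replicate 2 and -0.70 in FT replicate 2, against 0.32 to 0.42 in the other 4 female libraries. For males it was 0.49, 0.04 and 0.91 in MT replicates 1, 2 and 3. In MN it was 0.09, -0.2 and 0.11, so MT replicate 2 lay within the MN range. Of the 20 genes 3 are listed by the study.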

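Supplementary Table 4 prints 49 gene names for MT versus MN, of which 46 match the counts, with 43 different genes. In MT versus MN 42 of them were higher in MT over either set of libraries, with an unadjusted p under 0.05 for 36 over the 10 libraries and 8 over the 12, and an edgeR p under 0.05 adjusted over the list alone for 34 and 0, which is not independent evidence because the study chose the genes on these libraries. These genes were also looked up in FT versus FN, where 28 were higher in FT over the 10 libraries and 17 over the 12. Of these, 6 and 1 had an unadjusted p under 0.05 in that direction, against 3 and 2 in the opposite direction, and none had an edgeR adjusted p under 0.05. The 73 genes of Supplementary Table 5, chosen by the study in FT versus FN, were looked up in MT versus MN, where 52 were higher in MT over the 10 libraries and 53 over the 12. An unadjusted p under 0.05 was found for 13 and 9 of them in that direction and for 0 in the opposite direction. In the fit of the male libraries alone 14 of 62 tested genes had an unadjusted p under 0.05 and were higher in MT, 4 were lower, and 1 had an edgeR adjusted p under 0.05. These counts do not test the difference between the sexes, which was not significant for any gene as an interaction.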

While no specific processes were identified for downregulated DEGs in males due to very few numbers of genes, downregulated DEGs in females were found to be associated with processes such as negative regulation of angiogenesis, locomotion, cell adhesion and cytoskeletal organization (Fig. 5C). 

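Ptprm and Mmrn2 are among 29 genes that the study assigns to processes of downregulated DEGs in females. All 29 were lower in FT over the 10 libraries, with a median log2 fold change of -1.13, and 27 over the 12, with a median of -1.01. An unadjusted p under 0.05 was found for 23 and 5 of them, and an edgeR p under 0.05 adjusted over the list alone for 15 and 0, which is not independent evidence because the study chose the list on these libraries. None passed when adjusted over all genes tested. In MT versus MN 12 of the 29 genes were lower over either set of libraries, 0 at an unadjusted p under 0.05, while 3 (10 libraries) and 1 (12 libraries) were higher at an unadjusted p under 0.05.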

List of downregulated DEGs associated with each of the BPs in females in given in Suppl. Table 6. Additionally, we also identified specific transcription factors (TFs), ligands, peptides, growth factors, receptors, channels, enzymes, chemokines and cytokines that were differentially regulated in males and females upon tumor growth. Of all DEGs between both comparisons, we found 11 TFs, 19 ligands, peptides and growth factors, 24 channels and receptors, 65 enzymes and 14 chemokines/cytokines (Fig. 5D). 

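Fig. 5E labels 44 genes by class, of which 41 match the counts. Of these 10 met the criteria over the 10 libraries in MT versus MN, all higher in MT, and 18 in FT versus FN, 10 higher and 8 lower. In males these were the channels and receptors Cd74, Fas and Gpr151, the enzymes Igtp and Sgk1, the ligands Fgf23, Cyr61 and Gal, and the transcription factors Socs3 and Klf15. Cd74 was higher in MT through MT replicate 3 alone, with 2.64, 3.61 and 88.5 CPM in MT and 8.86, 2.69 and 3.67 CPM in MN, and over the 12 libraries its log2 fold change of 2.62 reversed to -0.65 without that library. In females they were 2 of 8 channels and receptors (F2r and Calcrl, lower), 11 of 21 enzymes, 4 of 4 cytokines and chemokines, 1 of 5 ligands (Mmrn2, lower) and 0 of 3 transcription factors. Over the 12 libraries 5 genes met the criteria in males, Cd74, Gpr151, Fgf23, Gal and Klf15, and 5 in females, Fcer1g, Ccl12, Pf4 and Rdh5 as higher and Sgk1 as lower. The labels of Fig. 5E cover only part of the classes, so counts of whole classes were not compared.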

While the number of TFs were higher in male neurons upon tumor growth, female neurons had higher number of channels and receptors, enzymes and chemokines and cytokines, regulated post-tumor growth (Fig. 5E and F). Taken together, these data indicate significant differences in regulation of genes, processes and pathways by tongue tumor, between males and females.

**Figure 5:**
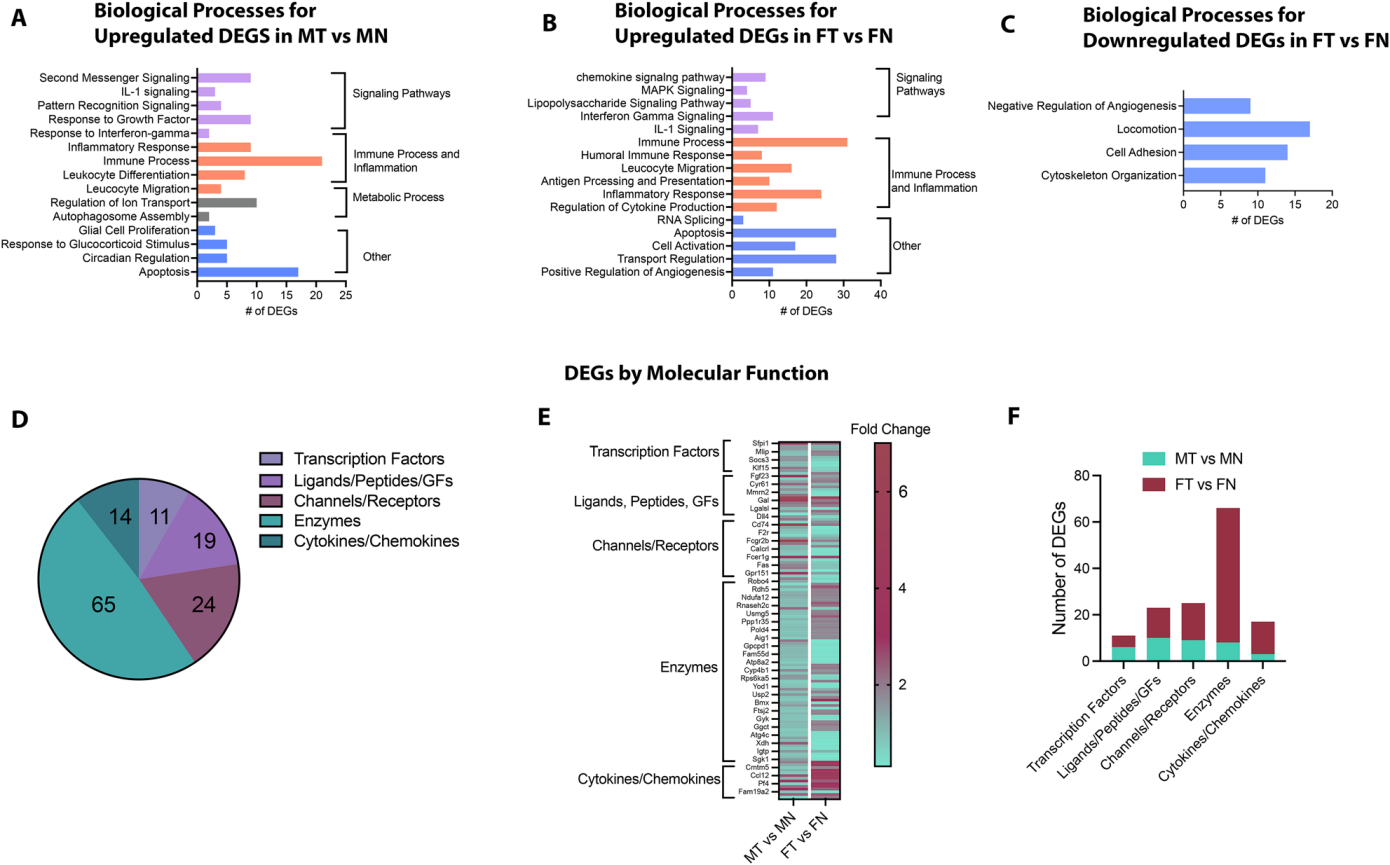
Biological Processes and Function of tongue-tumor controlled genes in males and females. Panther Pathway Analysis platform was used to elucidate biological processes from (**A**) DEGs upregulated in MT versus MN, (**B**) DEGs upregulated in FT versus FN and (**C**). DEGs downregulated in FT versus FN. For each analysis, the number of DEGs associated with each biological process is plotted as bar graphs. (**D**) Additional analyses was conducted to identify molecular function (MF) of all DEGs in males and females. Pie chart of the number of DEGs identified as transcription factors, ligands/receptors/growth factors (GFs), Channels/Receptors, Enzymes and Cytokines/Chemokines is shown. (**E**) Heatmap of select DEGs for each of the molecular function indicate the differences in expression between MT versus MN and FT versus FN. Data plotted as fold change. (**F**) Number of total DEGs obtained for each MF with MT versus MN and FT versus FN.

## Discussion

It is well established that chronic orofacial pain is sexually dimorphic with a higher prevalence in women than men for various pain conditions including temporomandibular joint disorders^50^, apical periodontitis^4^, oral mucositis^32,33,43^, burning mouth syndrome^31^ as well as oral cancer^42,46,47^. Yet, there is a large gap in knowledge about the mechanisms that lead to sex-dependent differences in orofacial pain. Moreover, sex-dependent global genomic changes in trigeminal neurons during disease is entirely unexplored. One prior study that reported changes in transcriptomic profiles of trigeminal ganglia in conditions of masseter muscle inflammation in rats, only included males^51^. On the other hand, another study that investigated changes in gene expression of TG following neuropathic pain in males and females, did not evaluate the whole genome^52^. Furthermore, both these studies employed whole ganglionic tissues that primarily represent non-neuronal population as recently confirmed by Mecklenberg et al.^7^. To address this drawback, a third study employed single-cell sequencing of human and mouse TG tissues to implicate genes and cell types in migraine. However, sequencing of TG tissue in this study only evaluated sex-differences under naïve conditions and genomic data obtained from mouse migraine models was not separated by sex^10^. Therefore, no study till date has investigated changes in transcriptomic profiles of the trigeminal sensory neurons during disease in both sexes. Furthermore, it is critical to study neurons-innervating specific tissues over all ganglionic neurons as it is indicated that type of sensory innervation is tissue-specific. For example, it has been reported that dental pulp innervating neuronal soma primarily are large diameter myelinated neurons unlike other tissues in the orofacial region such as the skin or mucosa^53,54^. Accordingly, percentage of TRPA1 expressing neurons are higher in the oral mucosal tissues than in dental pulp^54^. Similarly, we have shown that about 20% of tongue innervating sensory neurons are CGRP positive^13^ whereas almost 50% of masseter muscle innervating neurons are CGRP positive^15^.

Therefore, in the current study, we explored changes in genomic profile of isolated sensory neurons innervating mouse tongue tissue and identified sex-dependent differences. We employed the approach of bulk-RNA sequencing of FACS sorted retro-labeled mouse tongue innervating TG neurons, to be able to concentrate neuronal population from whole ganglionic tissue as well as explore tissue-specific differences in neurons between sexes. Additionally, we utilized the preclinical mouse tongue cancer model as our disease model, as it has been shown that patients with tongue cancer are more commonly in pain than other oral cavity cancers and it is widely included in clinical and preclinical studies of oral cancer pain^35–40^. However, till date, there is only a couple of studies investigating sexually dimorphic mechanism for tongue cancer pain^42,46^. While these studies demonstrated the role of the immune response in sex-dependent differences in oral cancer pain, differential gene expression in sensory neurons upon tumor growth cannot be excluded, as we and others have reported that sensory neuronal activity is altered upon oral tumor growth^27,36,37,55–57^.

FACS sorting of lingual TG neurons was performed from normal and tumor-bearing animals for both sexes and our data indicated that female mice may have higher number of tongue-innervating sensory neurons than males as observed by significant increased percentages of sorted cells from female samples than male samples. In further exploring this result, we found that female mice had higher percentage of TRPV1- and lower percentage of TRPV1 + neurons innervating the tongue than in male mice. However, recently Scheff et al., demonstrated no difference in capsaicin sensitivity in the tongue between males and females under naïve conditions^56^, indicating that while the percentage of TRPV1 + neurons were found to be different between the two sexes, the total number of TRPV1 + lingual neurons may not be different between males and females. Therefore, given that the total number of tongue-innervating neurons are higher in females, our data suggests that perhaps the total number of non-nociceptive sensory neurons in mouse tongue may be higher in females than in males. Whether or not the increased innervation of non-nociceptive neurons contributes to sex-dependent pain observed in any of the chronic lingual diseased states is yet to be determined. To our knowledge, this is the very first evidence of differences in number of neurons innervating orofacial tissues between sexes. Further validation of this finding using different tracer dyes, strain of mice and alternative approaches such as whole tissue imaging of retro-labeled TG tissues, is warranted. Besides, whether this finding is specific to mice or exists in tongue tissues of higher order species such as human and non-human primates is unknown.

In analyzing RNA sequencing data between naïve male and female neurons, we found that several genes (i.e. 30 genes) were exclusively expressed in females and not in males. This was in accordance to previous report showing increased DEGs in naïve female versus male neurons from whole mouse trigeminal ganglia^7^. 

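Csf1r (chromosome 18 of mm9, 61265226 to 61291803) had 47.9 ± 30.1 CPM (SD, n = 2) in FN replicates 1 and 3 and 4.01 ± 2.29 CPM (SD, n = 3) in MN, a log2 fold change of 3.54 (standard error 1.06, adjusted p = 0.519 from edgeR's quasi-likelihood test). FN replicate 2 held 1.96 CPM, below each MN library, and over all libraries the log2 fold change was 3.00 (standard error 1.19, edgeR adjusted p = 0.809). Without FN replicate 1, which held 69.1 CPM, it was 1.83. C1qa (chromosome 4, 136451832 to 136454718) had 30.4 ± 15.3 CPM in FN replicates 1 and 3 against 2.51 ± 1.13 CPM in MN, with a log2 fold change of 3.56 (standard error 0.95, edgeR adjusted p = 0.509), and 28.8 ± 11.2 CPM with a log2 fold change of 3.62 (standard error 0.90, edgeR adjusted p = 0.809) when FN replicate 2 (25.7 CPM) was included. Its FN libraries all lay above those of MN. Over the alternatives, the adjusted p ranged from 2.39e-18 to 1 for C1qa and from 0.000259 to 1 for Csf1r, and limma-voom with sample quality weights gave 0.00119 and 0.00152. Hhex (chromosome 19, 37507377 to 37515218) had a log2 fold change of 1.21 over the 10 libraries and 0.87 over the 12, with 2.22 CPM in FN replicate 2 against 9.30 and 8.63 CPM in FN replicates 1 and 3. Sh2b3 (chromosome 5, 122265497 to 122286868) had a log2 fold change of 0.68 over the 10 libraries and 0.21 over the 12, where FN replicate 2 held 2.35 CPM and MN at least 11.7 CPM, and the direction reversed to -0.17 without FN replicate 3. Retnlg (chromosome 16, 48872721 to 48874611) had a log2 fold change of 1.61 over the 10 libraries and 3.01 over the 12, with overlapping groups in both and 16.4 CPM in FN replicate 2. The edgeR adjusted p of Hhex, Sh2b3 and Retnlg was 0.601, 0.816 and 0.982 over the 10 libraries. A list of 25 macrophage markers had a median log2 difference of 2.23 between FN and MN over the 10 libraries, and all 25 markers were higher in FN. Over all libraries the median was 2.19, with 24 of 24 tested markers higher (adjusted p = 3.12e-20 from limma's camera with a preset correlation, 0.113 with an estimated correlation and 0.127 from fry). Of these markers 12 are listed by the study as DEGs. Lyz2, the most abundant of them that the study does not list, had 139, 87.4 and 60.4 CPM in FN replicates 1, 2 and 3 and 8.63 to 11.7 CPM in MN.

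**Figure D4:**
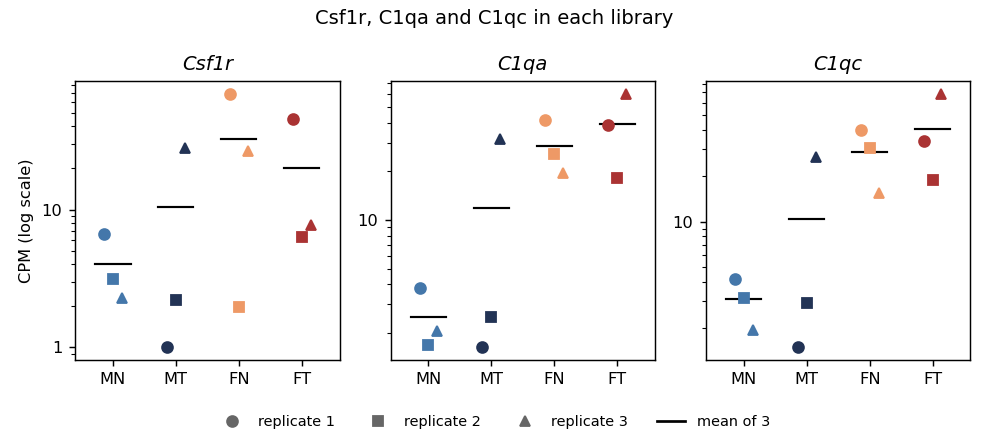
CPM on a log scale of Csf1r, C1qa and C1qc in each library (symbols, by replicate) of MN, MT, FN and FT, with the mean of 3 libraries as a line. FN replicate 2 is at 1.96 CPM for Csf1r and at 25.7 CPM for C1qa, and MT replicate 3 lies above the other male libraries for the 3 genes.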

Interestingly, many of these DEGs such as CSF1R (colony- stimulating factor receptor 1)^58,59^, C1qa (complement component 1 q)^60–62^, Sh2b3 (lymphocyte adapter protein)^63^,Hhex (Hematopoetically expressed homeobox)^64,65^ and Retnlg (Resistin-like gamma)^66^, are known to be primarily expressed in immune cells and have shown to play various roles in immune processes^58,62,67^, myeloid cell differentiation^64,65^, cytokine signaling^63^ and inflammation^66,68^. In fact, some of these genes such as Csf1R and C1qa are considered specific markers of mononuclear phagocytic system such as microglia, monocytes, macrophages and dendritic cells^58,59,61,62^. Csf1R in microglia and macrophages has been reported to be activated in neuropathic pain via its ligand Csf1 expressed in immune cells or in sensory neurons^67^. Additionally, it has been shown that Csf1R exerts its action in a sex-specific manner by favoring a response in males compared to females^69^. However, for the first time, we report the expression of Csf1R in trigeminal sensory neurons, although its expression is specific to female neurons. Our immunohistochemical analyses of Csf1r and C1qa confirmed our RNA sequencing result and revealed that while majority of C1qa was expressed in non-TRPV1 expressing neurons, Csf1R was expressed in nociceptive and non-nociceptive neurons. Moreover, we also found that Csf1R signaling by its ligand Csf1 sensitizes TRPV1 responses in female sensory neurons but not in males indicating that at least some of the DEGs exclusively expressed in females may contribute to nociception. Interestingly, this effect was observed in WGA + and WGA- cells suggesting the role of Csf1/Csf1R signaling in females may not be restricted to the tongue tissue. Similar to Csf1R, the contribution of C1q proteins in pain including orofacial pain as been reported to be in microglia^70–72^. Therefore, the sensory neuronal role of C1q proteins in pain is entirely unexplored possibly due to the fact that most studies are conducted in males that do not express neuronal C1q. Our data show that unlike Csf1R, C1q in females, is primarily expressed in TRPV1- neurons and not in TRPV1 + neurons. Therefore, further experiments are needed to fully characterize its expression in TRPV1- nociceptor and non-nociceptor subtypes, that will provide insights on the whether C1q may be involved in peripheral, secondary or central sensitization during tongue cancer or even other orofacial conditions. Nonetheless, our data from normal male and female animals indicate that perhaps female sensory neurons may be functionally different than male neurons innervating the mouse tongue.

Our analyses for gene expression changes post tongue-tumor growth revealed altered expression of several DEGs in both sexes. However, the number of DEGs in females was considerably higher than in males (83 DEGs in males vs. 382 DEGs in females) suggesting that male neurons are more tightly regulated in spite of the tumor compared to female neurons. It would be interesting to investigate whether this result is specific to tongue tumors or even other lingual pathologies. 

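The spread between replicates differed between the comparisons of males and of females. The common biological coefficient of variation, fitted by edgeR to the libraries of each comparison alone, was 0.156 for MT and MN and 0.572 for FT and FN over the 12 libraries. A smaller spread gives more genes past a threshold on p for the same changes, whereas a threshold on the fold change is passed more often by chance where the spread is large. The 4-group fits give both sexes 1 spread, 0.4281 over the 12 libraries. Their p values are then too cautious for males and likely too small for females. The number of genes past the criteria was larger in females than in males in both 4-group fits and with each single library left out of the 12, and fits of only the 2 groups compared over the 10 libraries gave 117 genes in males and 118 in females with edgeR, and 109 and 194 with DESeq2. The edgeR fits of 2 groups over all 12 libraries gave 104 genes in females, fewer than in males. An edgeR adjusted p under 0.05 was reached by 0 genes in either sex in the 4-group fits, where 318 genes in males and 2048 in females had an unadjusted p under 0.05 over the 10 libraries, and 59 and 528 over the 12. Other settings gave more in males, with 47 against 0 from limma-voom and 2 against 0 from DESeq2 over the 12 libraries, 6 against 0 from edgeR on the 2 groups compared, and 51 against 2 from DESeq2 on the 2 groups over the 10. Where females had 0, an unadjusted p under 0.05 was found for 564 genes with limma-voom, 682 with DESeq2 and, with edgeR on the 2 groups, 159 over the 12 libraries and 268 over the 10.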

Notably, while we observed similar pain behaviors (as measured by previously reported feeding behavior and von Frey thresholds in the virbissal pad^27^) and tumor growth at the selected time point between both sexes (Fig S2A, B and C), there were only 18 genes that were commonly altered between males and females, indicating that the mechanisms of neuronal regulation in oral cancer may be considerably different between sexes, even if pain manifestation is similar. The concept of differences in sex-specific mechanisms with similar pain behaviors is not novel and has been described in neuropathic pain models by others. For example, it has been reported that pain behavior responses are not different between sexes post spared nerve injury^73,74^; however processing of pain through either microglial function^74^ or the gene expression profile in sensory neurons is sex-specific^75^. Clinically, association of gender differences in oral cancer pain has been varied. While, several studies report no association of gender and oral cancer pain^76–85^, one study reported that initial presence of pain may be more common in men^35^ and another study reported higher levels of function-related pain in men than women^47^. However, three other studies report worse pain scores for women than men^86,87^. Pre-clinically, differences in pain behaviors appears to be varied as well and may depend on the tumor model used. For example, Scheff et al.^46^, showed that females had worse gnawing behavior in the 4NQO tongue cancer model compared to males whereas we observed no difference in pain behaviors in the current study with HSC3 tongue tumors (Fig S1). Nonetheless, our data has clinical implications as it is crucial to understand the differences in mechanisms of oral cancer pain between males and females, to be able to understand if there may be potential differences in treatment responses between the sexes to ultimately be able to develop effective therapeutic strategies for both sexes.

Since the tumor developed in both sexes was from the same cell line (i.e. HSC3), perhaps the differential regulation of neurons between males and females may be due to stark differences in the tumor microenvironment or alterations occurring at the ganglionic level upon tumor growth. Intraganglionic activation of macrophages^88^ and satellite glial cells^89,90^ has been reported in pain. While no studies have yet probed the contribution of these cells for oral cancer pain, a similar response within the TG can be expected that in turn would lead to changes in the neuronal soma. On the other hand, the peripheral tumor microenvironment consists of various cell types including keratinocytes, fibroblasts, endothelial cells, Schwann cells, and immune cells. Schwann cells^91^ and immune cells^42,46^ have already been shown to contribute to tongue cancer pain and as mentioned above, immune cells even play a sex-dependent role in tongue cancer pain^42,46^. Therefore, examining the role of these cell types in mediating global changes in the neurons of males and females would be crucial in better understanding of the impact of the tumor microenvironment in sexually dimorphic tongue cancer pain.

It is noteworthy though that despite only 18 DEGS common to both males and females, 5 biological processes (BPs) were found to be common between males and females post tumor growth. These included apoptosis, response to interferon gamma, inflammatory response, leucocyte migration and IL-1 signaling. Of the 18 common DEGs, four genes were associated with two of the common BPs; i.e. inflammatory process and apoptosis. These four genes were Timp 1(tissue inhibitor of metallopeptidase 1) Gal (galanin), Chi3l3 (chitinase-like 3) and Cxcl10 (chemokine-ligand 10). 

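Timp1 and Gal are above for males, and in females over replicates 1 and 3 the log2 fold change of Gal was 1.14 with a standard error of 0.57 and overlapping groups (edgeR adjusted p = 0.34). FN replicate 2 held 1245 CPM of Gal and FT replicate 2 held 1205 CPM, and with them the log2 fold change was 0.36 (standard error 0.76, edgeR adjusted p = 0.994), or -0.41 without FT replicate 2 and 1.89 without FN replicate 2. The mean of Timp1 in females was 45.4 ± 28.1 CPM (SD, n = 2) in FT and 23.9 ± 9.98 CPM (SD, n = 2) in FN over replicates 1 and 3. Chi3l3 (chromosome 3 of mm9, 105950472 to 106022425) had log2 fold changes of 1.59 in MT versus MN over either set of libraries (edgeR adjusted p = 1) and of 1.88 in FT versus FN over the 10 libraries (edgeR adjusted p = 0.334). Over the 12 it was 0.35 in females, with 4.04 CPM in FN replicate 2 and 0 in FT replicate 2, and -0.35 without FT replicate 1. Chi3l3 has the near-identical neighbor Chi3l4, so its counts are uncertain. Cxcl10 (chromosome 5, 92775664 to 92777915) had log2 fold changes of 1.29 in MT versus MN over the 12 libraries and 1.30 over the 10 (edgeR adjusted p = 1). In FT versus FN it was 1.41 over the 10 libraries (edgeR adjusted p = 0.334) and reversed to -0.81 over the 12 (edgeR adjusted p = 0.994), with 23.4 CPM in FN replicate 2 and 3.92 CPM in FT replicate 2. Leaving out only FN replicate 2 gave 1.26. Over the alternatives the female adjusted p ranged from 0.334 to 1 for Cxcl10 and from 0.34 to 1 for Gal.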

Timp1 is a glycoprotein that is known to promote cell proliferation and anti-apoptosis; is implicated in cancer progression^92^; and negatively regulates matrix metalloproteinases and disintegrin-metalloproteinases (ADAMs)^93^. Interestingly, ADAM17 is implicated in oral cancer pain^94^. Accordingly, Timp1 has been shown to attenuate inflammatory pain in preclinical models^95^.

Galanin is a neuropeptide and is considered a potent modulator of inflammation by promoting cytokine production in immune cells^96,97^. It also has been shown to induce cell death in pheochromocytoma cells^98^. Importantly, the role of galanin in pain has been reported to have pro- and anti-nociceptive functions and whether or not galanin plays a role in peripheral nociceptive mechanisms is yet to be confirmed^99^. Interestingly, galanin release from sensory neurons have been shown to promote oral cancer progression^100^.

Chitinase-like proteins belong to the family of glycoside hydrolase and are involved in the regulation of the innate immune response^101^. Chi3l3 has been specifically reported to orchestrate recruitment of eosinophils in meningitis and autoimmune neuroinflammation^102,103^. However, its role in pain is not yet defined.

Cxcl10 is an important chemokine for inflammatory processes and its function in pain has been studied in several pain models including neuropathic pain and inflammatory pain^104–106^.

Aside from the above-mentioned four genes, many other genes were selectively altered in each sex, yet associated with the common BPs. For example, the cytokine, interleukin-1beta (IL1β) was specifically shown to be induced in female post tumor growth and was not expressed in males. 

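Il1b lies on chromosome 2 of mm9 from 129190306 to 129196875. In females over replicates 1 and 3 it had 37.7 ± 5.91 CPM (SD, n = 2) in FT and 10.5 ± 5.02 CPM (SD, n = 2) in FN, a log2 fold change of 1.94 (standard error 0.72, adjusted p = 0.334 from edgeR's quasi-likelihood test). With FN replicate 2 (29.4 CPM) and FT replicate 2 (6.31 CPM) it was 0.58 (standard error 0.77, edgeR adjusted p = 0.994), and the groups overlapped. The log2 fold change over the 12 libraries was 0.11 without FT replicate 3 and 1.49 without FN replicate 2. Reads of Il1b were counted in every male library, with 2.67, 3.70 and 4.82 CPM in MN and 2.39, 2.50 and 16.9 CPM in MT replicates 1, 2 and 3. In MT versus MN the log2 fold change was 0.95 (standard error 0.64 over the 10 libraries and 0.80 over the 12, edgeR adjusted p = 1), and it reversed to -0.57 without MT replicate 3. The female adjusted p ranged from 0.285 to 1 over the alternatives.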

The role of IL1β has been widely reported in pain, with the cytokine mostly produced by immune cells and other non-neuronal cells during injury^107,108^. However, because most of the studies have been conducted using male animals, neuronal IL1β has not been reported previously. To this end, a sex-specific role of IL1β in pain has not been studied till date. Interestingly, while induction of neuronal IL1β was only observed in females, downstream signaling of IL1 pathway was observed in both sexes post tumor growth indicating that perhaps IL1 β in males may be increased in the periphery or within the ganglia in non-neuronal cells as demonstrated in other injury models^107–110^.

Another example was expression of Hspa1a which encodes for heat-shock protein 70 (Hsp70). Our RNA sequencing data showed that while this gene was expressed in both sexes, it was specifically upregulated only in males post tumor growth. 

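Hspa1a (chromosome 17 of mm9, 35106144 to 35109069) had 85.8 ± 35.5 CPM (SD, n = 3) in MT and 33.2 ± 3.13 CPM (SD, n = 3) in MN, and each MT library was above each MN library. The log2 fold change was 1.37 (standard error 0.35) over the 10 libraries and 1.38 (standard error 0.52) over the 12, with an edgeR adjusted p of 1 in both and a range over the alternatives from 6.12e-07 to 1. In FT versus FN it was 0.49 over the 10 libraries (standard error 0.42, edgeR adjusted p = 0.487) and 0.22 over the 12 (standard error 0.51, edgeR adjusted p = 0.994), with overlapping groups. FN replicate 2 and FT replicate 2 held 54.0 and 26.6 CPM, and FT replicate 3 held 195 CPM, without which the female value was -0.69. FN held 119.7 and 96.2 CPM in replicates 1 and 3, above each MN library. Hspa1a is nearly identical to Hspa1b, so reads that fit both are missing from its counts.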

Interestingly, hsp70 has been demonstrated to have a protective role in pain during nerve damage^111,112^, migraine^113^ and opioid-induced hyperalgesia^114^.Therefore, upregulation of Hsp70 in males post-tumor growth might indicate that male neurons might express an endogenous feedback mechanism to suppress pain that may be lacking in females.

In addition to the common BPs, sex-selective BPs were identified post-tumor growth. Noteworthy female-selective BPs including cytokine/chemokine production and signaling as well as angiogenesis. The contribution of various cytokine/chemokines in nociception and inflammation^115–117^ is widely established and our data showed that the number of cytokine/chemokines altered in female neurons was higher than in males (i.e. 14 in females versus 3 in males). This is an intriguing yet not a surprising observation as it aligns with the finding that female neurons express immune cell markers as described above.

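The paper's text does not list the genes of this class in full, and 121 gene symbols were therefore taken by a rule on the symbols of cytokines and chemokines. The criteria were met over the 10 libraries by 12 of the 50 genes tested as higher in FT (Ccl11, Ccl12, Ccl7, Cmtm5, Cxcl1, Cxcl2, Il1b, Il34, Il6, Pf4, Spp1 and Tnfsf9) and 1 as lower (Fam19a2). In MT versus MN 3 met them, Csf1, Cxcl10 and Tnfsf9. Over the 12 libraries 4 of 49 genes met the criteria in FT versus FN, Ccl12, Cxcl2, Fam19a5 and Pf4, and 0 in MT versus MN. An unadjusted p under 0.05 was found over the 10 libraries for 15 genes in females and 9 in males, and over the 12 for 5 and 3. No gene of the class had an edgeR adjusted p under 0.05 in these fits.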

Female DEGs were also associated with angiogenesis. 

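Over FN and FT replicates 1 and 3, log2 fold changes in FT versus FN were 0.95 for Gadd45a, 1.13 for Dcn, 2.56 for Ngp, 1.05 for Hmox1, 2.20 for Ccl11 and 1.00 for Pgf, and both FT libraries were above both FN libraries for each. They were -1.07 for Ptprm, -1.14 for Mmrn2 and -1.47 for Xdh, with both FT libraries below both FN libraries. The edgeR adjusted p was 0.334 for each of these but Xdh, with 0.343. With FN replicate 2 and FT replicate 2 included (edgeR adjusted p = 0.994 for all), every FT library remained above every FN library for Ccl11, with a log2 fold change of 1.38, and for Pgf, with 1.08. For Pgf this is close to a tie, since FT replicate 1 and FN replicate 3 held 104 counts each at nearly equal depth. Its rise in FT came from FT replicates 2 and 3. Values over the 12 libraries were -0.17 for Gadd45a, 0.19 for Dcn, 2.25 for Ngp and -0.22 for Hmox1, so that Gadd45a and Hmox1 reversed. FN replicate 2 held 112 CPM of Gadd45a and 59.8 CPM of Hmox1, and FT replicate 2 held 30.1 and 3.70 CPM, and without FN replicate 2 the values were 0.67 and 0.52. Without FT replicate 3 the value of Dcn was -0.42, where FN replicate 2 held 180.3 CPM and FT replicate 2 held 67.9 CPM. FN replicate 2 and FT replicate 2 held 1.44 and 0.87 CPM of Ngp, 3.39 and 4.35 CPM of Ccl11, and 12.1 and 27.6 CPM of Pgf. For Ptprm, Mmrn2 and Xdh the 12 libraries gave -0.87, -1.07 and -1.34, with 8.74, 14.7 and 3.78 CPM in FN replicate 2 and 9.80, 10.7 and 4.35 CPM in FT replicate 2.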

Interestingly, genes associated with positive regulation of angiogenesis (e.g. *Gadd45a, Dcn, Ngp, cxcl10, Hmox1,ccl11,Pgf *etc.*)* were upregulated upon tumor growth and those associated with negative regulation of angiogenesis (e.g. *Cav2, Ptprm, Mmrn2, Xdh*, etc.) were downregulated, indicating that sensory neuro-vascular interaction may be sex-specific.

In contrast, male-specific BPs included growth factor signaling and ion transport. One of the top genes upregulated in males upon tumor growth; fibroblast growth factor 23 (Fgf23) is reported to be associated to both of these processes. It is not only a growth factor that induces downstream signaling via its receptors^118^ but also controls phosphate homeostasis^119^. Furthermore, it is also considered a bone-derived hormone that is regulated by inflammation and associated with bone pain^120,121^.

Taken together, our data points to significant differences in the regulation of lingual sensory neurons in males and females upon tongue tumor growth. The current study is significant as it is the first to comprehensively characterize the genomic profile of tongue-innervating neurons under naïve and tumor-bearing conditions. Our data lays the foundation for future investigations to identify potential sex-specific targets in sensory neurons and study their functional and mechanistic contribution in tumor-induced pain. Of interest are the DEGs belonging to the class of transcription factors in males and enzymes and cytokine/chemokines in females as the total number of DEGs in these classes were higher in the respective sexes. One limitation of the study include use of one cell-line to induce the tongue tumor and at this point, the study cannot confirm which DEGs and processes are common across tumors induced by different OSCC cell lines. We also note that the study was conducted using the xenograft model with athymic mice that lack the response of T lymphocytes. While this model allows to explore the regulation of sensory neurons by human tumors, it excludes the involvement of T cells in tumor-induced pain. Therefore, identifying DEGs in both sexes that are common to the xenograft as well as the syngeneic model will be important in selecting relevant targets for functional studies. Besides, it would be useful to delineate the temporal effect of the tumor on neuronal genes and processes to further gain insight into sex-specific regulation of sensory neurons in oral cancer.

## Materials and methods

### Animals

Six- to eight-week-old adult Balb/c male and female athymic nude mice (Jackson Labs, Bar Harbor, ME, USA) were used for all experiments. All animal handling and procedures were performed according to approved UTHSCSA IACUC protocols and conformed to the guidelines of International Association for the Study of Pain (IASP). The study is reported in accordance to the ARRIVE guidelines. Animals were housed in the UTHSCSA laboratory of Animal Resources (LAR) for at least 4 days prior to start of experiments.

### In vivo orthotopic xenograft tongue tumor model

Using human oral squamous cell carcinoma cell line: HSC3, tongue tumors were induced in mice as described by us previously^27,36,37^. HSC3 cells were purchased from Health Science Research Resources Bank, Japan. Animals were anesthetized with isoflurane inhalation and 50 ul of 3.5 × 10^5 HSC3 cells were injected unilaterally in the ventral side of the tongues using insulin syringes. Normal group similarly received 50 ul of 3.5 × 10^5 human normal oral keratinocyte (NOK) cell line; OKF6-TERT2 as described previously^27,36,37^. NOK cell line was kindly provided by Dr. Cara Gonzales at UTHSCSA. Animals were then allowed to recover in their cages. Animals were used for experiments at day 15 post-cell inoculation.

### Retro-labeling of tongue-innervating TG neurons

Tongue-innervated sensory neurons were labeled as described by us previously^13^. Briefly, animals were anesthetized with isoflurane inhalation and 10 uls of 1% wheat germ agglutinin (WGA)-AF488 (Promega), diluted in 1%DMSO, was injected bilaterally twice in tongue of each animal. The first injection was given in the superficial epithelial layer and 4 h later, a second injection was given in the deeper muscular layers of the tongue. Animals were allowed to recover in their cages for 2 days before harvesting trigeminal ganglia (TG) tissues.

### Preparation of single-cell suspension and flow sorting

Tongue-innervating sensory neurons were isolated from 4 groups: Male normal (MN), Female normal (FN), Male tumor (MT) and Female tumor (FT). Neurons were isolated by preparation of single-cell suspensions of TG tissues followed by flow sorting of WGA + cells. Each sample was prepared by pooling 4 TGs from 2 animals for normal groups and 4 animals for tumor-bearing groups as only ipsilateral TGs were collected from this group. A total of 3 samples per group was prepared. TG tissues were dissected and collected in cold 1X HBSS buffer, washed three times with 1X HBSS and incubated with 5 ul of 50 ng/ml dispase (type 2, Sigma) and 75 ul of 2.5 mg/ml liberase (Roche) for 60 min at 37 °C for enzymatic digestion. Following this, tissues were centrifuged at 2 min at 1000 rpm and washed with 5mls of DMEM containing 5% FBS and resuspended in 1.5 ml DMEM with 5% FBS and triturated with a Pasteur pipette to breakdown the tissues and prepare a homogenous solution. The solution was then strained with a 100um strainer to remove all debris, supernatant collected in an eppendorf tube and subjected to flow sorting. Flow sorting was performed using FACSAria III (BD Biosciences; San Jose, CA) using 130 μm nozzle. Consecutive gates were used to isolate WGA-AF488 labeled TG neurons. First, debris was excluded by forward scatter area (FSC-A) and side scatter area (SSC-A) gating. Second, duplets and clumps were excluded by side scatter width (SSC-W) and side scatter area gate (SSC-A) gate. Third, WGA-AF488 + bright cells were gated compared to unstained TG control and sorted directly to RLT buffer (Qiagen) containing 1% 2-mercaptoethanol (Sigma) to be able to use for RNA extraction.

### RNA isolation

RNA was extracted using Qiagen RNeasy micro kit (Qiagen) with on column DNase I digestion according to manufacturer’s instructions. RNA quantity was evaluated using Agilent 2100 Bioanalyzer RNA 6000 Nano chip (Agilent Technologies, Santa Clara, CA).

### Bulk RNA sequencing

Bulk-RNA sequencing of samples was conducted at the UTHSCSA Genome Sequencing Facility. RNA integrity was determined using Fragment Analyzer (Agilent, Santa Clara, CA) prior to library preparation. All samples were ensured to have RIN values > 6.5 to proceed with library preparations. RIN values for each sample is listed in Supplementary Table 1. RNA-seq libraries were prepared according to SMART-seq2 protocol^122^, with the following modifications: PCR preamplification to 10–12 cycles, two rounds beads cleanup with 1:1 ratio after cDNA synthesis, and 0.6–0.8 dual beads cleanup for Nextera XT DNA-seq library purification. RNA-seq libraries were sequenced using Illumina HiSeq 3000 system (Illumina, San Diego, CA) with 50 bp single-read sequencing module. Upon sequencing completion, short read sequences from RNAseq were first aligned to UCSC mm9 genome build using TopHat2 aligner and then quantified for gene expression by HTSeq to obtain raw read counts per gene, and then converted to RPKM (Read Per Kilobase of gene length per Million reads of the library).

### Analyses of RNA sequencing data

Sequencing data was analyzed as previously described^123^. Briefly, differential expression analysis was performed using DESeq^124^ algorithm (R/Bioconductor) to estimate the differential expression in read counts and their statistical significance. Significantly differentially expressed genes were selected based on following criterion: 1) RPKM > 5 in one of the comparison group, 2) fold-change > 1.5, and 3) differential expression *p*-value < 0.05 along with False-discovery rate (FDR) for each gene. When comparing female tumor samples with male tumor samples, all genes coded in sex-chromosomes (chrX and chrY) were excluded. Functional assessment of DEGs were performed by using over-representation statistic (Fisher’s Exact test) for Gene Ontology using Panther platform.

### Immunohistochemistry

Protocol for immunostaining is described previously by us^13,36^. Mice were anesthetized with ketamine (75 mg/kg)/ dexmedotomidine (1 mg/kg) solution and perfused with 4% paraformaldehyde (PFA) and trigeminal ganglia was dissected bilaterally from each mouse. Tissues were post-fixed in PFA, washed in 0.1 M phosphate buffer and cryosectioned in Neg-50 (Richard Allan, Kalamazoo, MI, USA) at 20uM thickness. Sections were then subjected to immunostaining with specific primary antibodies as described in Table 1. Donkey anti- secondary antibodies were purchased from Molecular Probes, Eugene, OR, USA and were used at a dilution of 1:200 for all experiments. Following staining, tissue sections were mounted in Vectashield and imaged using Nikon Eclipse 90i microscope equipped with a C1si laser scanning confocal imaging system. Z-stack images were acquired of the V3 region of TGs from at least 2 animals per group and a total of at least 6–10 images were taken for each antibody combination per group. All images were obtained with a 20 × objective at fixed acquisition parameters across all groups and were unaltered from that initially taken. Laser gain settings were determined such that no-primary control did not show any positive staining. Quantitation was achieved using Adobe Photoshop 2023 for number of neurons above threshold, in the V3 region of the TG tissue in each image. A total of 200–500 neurons per analyses were counted.

**Table 1:** List of Primary Antibodies used for Immunohistochemistry.

Marker	Company	Catalog number	Dilution
TRPV1	Neuromics, Edina, MN	GP14100	1:200
CSF1R	Thermofisher Scientific, Waltham, MA, USA	14-1152-85	1:50
C1qa	Novus Biologicals, Centennial, CO, USA	NB200-539	1:50
IL1-beta	Novus Biologicals	NB600-633	1:50
HSP70	Novus Biologicals	NBP1-77456SS	1:50

### Primary culture of TG neurons

Mouse TG neurons were cultured for calcium imaging experiments. Naïve male and female mice were injected with WGA as described above, bilaterally in the tongue and 2 days later, TGs were dissected for neuronal cultures as described previously^125^. Tissues were washed in HBSS and then dissociated with 1 mg/ml of collagenase and dispase (Roche, Indianapolis, IN, USA) for 45 min at 37 degrees. Following washing out the enzymes, cultures were plated on poly-D-lysine/laminin coated glass coverslips (BD Biosciences, San Jose, CA, USA) and grown overnight in either DMEM media supplemented with glutamine, penicillin/streptomycin and 2% Fetal bovine serum (for vehicle group) or the same media with 100 ng/ml recombinant colony-stimulating factor 1 (Csf1, Cell Signaling, Boston, MA, USA). Csf1 stock was diluted in saline.

### Calcium imaging

Calcium accumulations of cultured sensory neurons was determined by fluorescence imaging as described previously^125^. TG cultured were incubated with calcium-sensitive dye, Fura-2 AM (2 μm; Molecular Probes, Carlsbad, CA, USA) in Hanks modified buffer. Imaging was performed with a Nikon TE 2000U microscope fitted with a × 40/1.35 NA Fluor objective. Following selection of small-to-medium neurons and baseline measurements, cells were applied with 15 nM capsaicin (CAP) to record TRPV1 responses. The net changes in calcium influx were calculated by subtracting the average baseline intracellular calcium [Ca2 +]i level from the peak [Ca2 +]i value achieved after exposure to CAP.

### Feeding behavior

Feeding behavior was performed as previously described by us^27,36^. Briefly, animals were food deprived for 18 h in their cages with bedding, following which, animals were placed in individual cages without bedding to acclimate for 30 min to an hour. Premeasured standard chow was then provided to the animals to feed freely for 1 h. At the end of the hour, food intake was measured by calculating the difference (in g) from the initial amount and the remaining amount of food. Baseline measurements and food intake at day 15 post HSC3 cell inoculation was determined for male and female mice.

### vonFrey threshold in the face

Mechanical thresholds in the vibrissal pad were determined using von Frey filaments as previously described by us^27,36^. Briefly, animals were first acclimatized to von Frey filaments a day prior to experimentation by exposing the animals to the lowest force of the filament. Following this, mechanical responses at baseline and at day 15 post-cell inoculation were recorded by applying sequential series of calibrated von Frey filaments (bending forces ranging from 0.008 to 6 g of force) to the vibrissal pad of each mouse. Each filament was applied 5 times and the percent response was recorded for each filament. Head withdrawal, face swipe, or grimace were considered a positive response. Stimulus–response curve was plotted and analyzed via non-linear regression analysis. EF_50_ was calculated as the force at which animals show a 50% response rate.

### Tumor volume measurement

Tumor volumes were measured at day 15 post HSC3 cell inoculation in male and female mice as described previously^36^. Animals were anesthetized with 2% isoflurane inhalation and tongue tumors were measured by determining length, width and height of the tumors using calipers. Tumor volumes were calculated by the formula π/6 (length × width × height) and presented as mm3.

### Statistical analyses

Sample sizes were calculated using G-power application to obtain 80% power at a two-sided tail with α error probability of 0.05. All animals were allocated to groups using simple randomization. All statistical analyses and graphical representations were performed in GraphPad Prism 9.0. Data are presented as mean ± standard error of the mean (SEM) or as heatmaps and volcano plots for RNA sequencing data. Statistical significance was determined using either Paired Student T-test, Unpaired Student’s T -test, One-way ANOVA or Two-way ANOVA with Sidak’s post-hoc test and *p* < 0.05.

### Supplementary Information

Supplementary Information.

## Data Availability

Data that support presented findings are available as figures, materials and methods as well as supplementary tables. Additionally, all RNA-seq data is uploaded to NCBI (Accession Number GSE220448) and released as soon as manuscript is accepted for publication.

# Supplementary material for: Sex-dependent differences in the genomic profile of lingual sensory neurons in naïve and tongue-tumor bearing mice
**Source:** Sci Rep. 2023 Aug 12;13:13117. doi: 10.1038/s41598-023-40380-6
**Supplement:** Supplementary file 1 — Supplementary Information.

| **Sample** | **Sorted Cells Collected (Mean± SEM)** | **RIN value of RNA**  **(Mean± SEM)** |
| --- | --- | --- |
| Male Normal(MN) | 10333± 2667 | 7.567± 0.088 |
| Male Tumor (MT) | 12667± 2963 | 7.267± 0.49 |
| Female Normal (FN) | 23333± 3383 | 7.233± 0.466 |
| Female Tumor-1 (FT1) | 20667± 5364 | 7.100± 0.23 |

**Supplementary Table 1.** Number of sorted cells and RIN values of RNA of all samples within four groups. Data represented as mean ± SEM.MN: Male Normal. MT: Male Tumor. FN: Female Normal, FT: Female Tumor. N=3 per group.

| **Gene** | **Description** | **MN**  **(RPKM)** | **FN**  **(RPKM)** | **FC (FN vs MN)** | **P-value** |
| --- | --- | --- | --- | --- | --- |
| **Upregulated** | | | | | |
| Tsix | X (inactive)-specific transcript, opposite strand | 0.011 | 8.547 | 777 | 0.014 |
| Sprr1a | small proline-rich protein 1A | 3.15 | 39.293 | 12.474 | 0.018 |
| C1qa | complement component 1, q subcomponent, alpha polypeptide | 2.318 | 28.027 | 12.091 | 0.023 |
| Csf1r | colony stimulating factor 1 receptor | 1.03 | 12.28 | 11.922 | 0.014 |
| C1qc | complement component 1, q subcomponent, C chain | 2.935 | 25.993 | 8.856 | 0.0014 |
| S100a9 | S100 calcium binding protein A9 (calgranulin B) | 5.096 | 18.113 | 3.554 | 0.005 |
| Retnlg | resistin like gamma | 1.862 | 6.106 | 3.279 | 0.012 |
| Dnahc1 | dynein, axonemal, heavy chain 1 | 4.994 | 15.93 | 3.19 | 0.004 |
| D**ownregulated** | | | | | |
| Fam23a | transmembrane protein 236 | 6.654 | 0.685 | 0.103 | 0.025 |
| Ddx3y | DEAD box helicase 3, Y-linked | 12.885 | 0.03 | 0.002 | 0.028 |

**Supplementary Table 2.** Top 10 DEGs of FN vs MN.

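An RPKM value divides a gene's CPM by the length of its transcript in kilobases, and the paper's text does not give the lengths used. Dividing the mean CPM over MN, or over FN replicates 1 and 3 for Tsix, by the RPKM printed in Supplementary Tables 2 and 3 gives the length behind each value. For Chi3l3, Dnahc1 and Fam23a this length was 100.0 bases, whereas their exons span 1700, 12872 and 3636 bases. These 3 carry symbols that have since been replaced, by Chil3, Dnah1 and Tmem236, and of the 21 other genes of the tables 1 carries an older symbol (Ctgf). With exon lengths, the mean RPKM was 0.039 in MN for Dnahc1, and in FN it was 0.124 over replicates 1 and 3 and 0.083 with FN replicate 2, which held no reads of it. For 22 of the 81 genes in Fig. 2A and 2C the mean RPKM from exon lengths was 5 or less in both FN and MN over the 10 libraries, and all 22 would be over 5 with a length of 100 bases. Of these 22 genes 10 carry an older symbol, against 2 of the other 59.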

| **Gene** | **Description** | | **MT**  **(RPKM)** | **MN**  **(RPKM)** | **FT**  **(RPKM)** | **FN**  **(RPKM)** | **FC**  **( MT vs MN)** | **FC**  **(FT vs FN)** | **P value**  **(MT vs MN)** | **P value**  **( FT vs FN)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Genes Upregulated in MT vs MN and FT vs FN** | | | | | | | | | | |
| Sprr1a | small proline-rich protein 1A | | 60.133 | 3.15 | 93.055 | 39.293 | 19.09 | 2.368 | 0.00 | 0.00 |
| Gal | galanin and GMAP prepropeptide | | 402.83 | 78.825 | 697.683 | 349.2 | 5.11 | 1.998 | 0.00 | 0.02 |
| Chi3l3 | chitinase-like 3 | | 30.434 | 10.121 | 45.54 | 12.853 | 3.007 | 3.543 | 0.01 | 0.00 |
| Cxcl10 | chemokine (C-X-C motif) ligand 10 | | 10.051 | 4.189 | 6.454 | 2.582 | 2.399 | 2.5 | 0.04 | 0.01 |
| Apod | apolipoprotein D | | 93.495 | 39.85 | 315.912 | 120.196 | 2.346 | 2.628 | 0.00 | 0.00 |
| Timp1 | tissue inhibitor of metalloproteinase 1 | | 25.59 | 11.59 | 50.654 | 26.675 | 2.208 | 1.899 | 0.00 | 0.02 |
| Tnfsf9 | tumor necrosis factor (ligand) superfamily, member 9 | | 5.612 | 2.692 | 10.624 | 4.364 | 2.085 | 2.434 | 0.04 | 0.01 |
| Mustn1 | musculoskeletal, embryonic nuclear protein 1 | | 8.656 | 4.671 | 14.756 | 8.275 | 1.853 | 1.783 | 0.00 | 0.04 |
| Mlf1 | myeloid leukemia factor 1 | | 7.528 | 4.19 | 8.119 | 4.21 | 1.797 | 1.929 | 0.01 | 0.04 |
| Gadd45b | growth arrest and DNA-damage-inducible 45 beta | | 22.097 | 12.905 | 32.249 | 18.622 | 1.712 | 1.732 | 0.00 | 0.04 |
| **Genes Upregulated in MT vs MN and downregulated FT vs FN** | | | | | | | | | | |
| Fam107a | family with sequence similarity 107, member A | | 6.914 | 3.697 | 3.615 | 8.328 | 1.87 | 0.434 | 0.03 | 0.03 |
| Sgk1 | serum/glucocorticoid regulated kinase 1 | | 26.42 | 17.516 | 12.38 | 28.117 | 1.508 | 0.44 | 0.00 | 0.04 |
| Ctgf | cellular communication network factor 2 | | 57.387 | 29.272 | 20.413 | 74.014 | 1.96 | 0.276 | 0.04 | 0.00 |
| **Genes Downregulated in MT vs MN and Upregulated FT vs FN** | | | | | | | | | | |
| Scgb1a1 | | secretoglobin, family 1A, member 1 (uteroglobin) | 3.968 | 8.572 | 24.357 | 11.736 | 0.463 | 2.075 | 0.02 | 0.02 |
| Fabp7 | | fatty acid binding protein 7, brain | 154.989 | 322.27 | 847.997 | 391.936 | 0.481 | 2.164 | 0.00 | 0.02 |

**Supplementary Table 3.** DEGs common to MT vs MN and FT vs FN

| **Biological Process** | **DEGs** |
| --- | --- |
| Second Messenger Signaling | Gal, Mt1, Avpr1a, Irgm1, Igtp, Mt2 |
| IL1-Signaling | Irak3, Rps6ka5, Egr1 |
| Pattern Recognition Signaling | Tifa, Irgm1, Irak3, Igtp |
| Response to Interferon-Gamma | Irgm1, Igtp |
| Inflammatory Response | Fas, Timp1, Csf1, chi3l3,Gal, Cxcl10, Serpinb1a,Rps6ka5,Anxa1 |
| Immune Process | Fas, Fst, Tifa, Myc, csf1, Zfp36, Rps19, Nts, cxcl10, Gbp, Fas, Mif1, Irgm1, Igtp, Dll4, tnfsf9,Cebpd,Fos, Hes, Egr1,Anxa1, |
| Leucocyte Differentiation | Fasn, Csf1, Fas, Dll4, tnfsf9, Fos, Egr1, Anxa1 |
| Leucocyte Migration | Csf1, Rps19, cxcl10, Anxa1 |
| Regulation of Ion Transport | Gem, Fgf23, Usp2, Cckar, Gal, cxcl10, Avpr1a, Sgk1, Per1, Hes1 |
| Autophagosome Assembly | Irgm1 |
| Glial Cell Proliferation | Igtp |
| Response to Glucocorticoid Stimulus | Zfp36, Fam107a, Fas, Sgk1, Anxa1 |
| Circadian Regulation | Fas, gm129, Per1, Bhlhe40, Egr1 |
| Apoptosis | Timp1, Myc, Phlda1, Zfp36, Mt1, Cxcl10, Ier3, fas, Socs3, Sgk1, Irak3, Gadd45b, Egr1, Anxa1,Spink2, hspa1a |

**Supplementary Table 4.** Biological Processes associated with DEGs upregulated in MT vs MN**.**

| **Biological Process** | **DEGs** |
| --- | --- |
| Chemokine Signaling Pathway | Cxcl2, Cxcl12, Ccl12, ccl11, Pf4, cxcl1, Cxcl10, Ccl7, Ccl4, Ccl3, |
| MAPK Signaling | Gadd45a, IL1b, Sfpi1, Gadd45b |
| Lipopolysaccharide Signaling Pathway | Ccl12, Ly86, IL1b, cd14, Sfpi |
| Interferon Gamma Signaling | Ccl12, cd74, Ccl11, Ccl7, ifitm1, H2-Eb1, ccl4, Rab20, h2Ab1, H2-Aa, Ccl3 |
| IL-1 Signaling | Ccl12, Rbmxrt, Il1b, Ccl11, Ccl7, Ccl4, Ccl3 |
| Immune Process | Cd83, Gm8909, C1qc, ccl12, cd74, casp6, Kcnn4, Fcgr2b, Pgf, Il1b, Icam1, cxcl1, Scgb1a1,Gal,Cacl10,Hmox1,cd14, ccl7, npy,Sfpi1, BC013712, Apod,Fcer1g, H2-Eb1,tnfsf9,H2-Q6, Lgals1, H2-Ab1, H2-Aa, Ccl3 cmtm3 |
| Humoral Immune Response | Cxcl2. ccl12, Pf4, Cxcl1, Cxcl10, Npy, camp,S100a9, |
| Leucocyte Migration | Cxcl2, xxl12, Il1b, Icam1, ccl11, Pf4, Spp1, cxcl1, cxcl10,ccl7, Fcer1g, ch25h,ccl4, S100a8,S100a9,ccl3 |
| Antigen Processing and Presentation | Gm8909,cf74, Fcgr2b, Icam1, Fcer1g,H2-Eb1,H2-Q6, H2-Ab1, H2-Aa, Ctss |
| Inflammatory Response | Timp1, cxcl2, ccl12, Chi3l1, Ly86, Casp6, Il1b,chi3l3,Icam1, ccl11, pf4, cacl1,gal, cxcl10, Hmox1,ccl7, BC013712, CampFcer1g, Ccl4,S100a8,S10a9, Ccl3 |
| Regulation of Cytokine Production | Cd83, chi3l1, cd74, IL1b, chi3l3, Lum, cd14, camp, Fcer1g, Tnfsf9, ccl4,ccl3 |
| RNA Splicing | Rnf113a2, rnf113a1, Exosc5 |
| Apoptosis | Gadd45a, Txndc12, timp1, Ccl12, Cd74, Casp6, Fcgr2b, Glrx, IL1b, Icam1, Spp1, Gal,Rps7, Cxcl10, Hmox1,Nme5, Bag1, Npy, Cryab, Gadd45b, Lgals1,Hspb6,S100a8,Atp5g1,S100a9,Ccl3,Plekhf1 |
| Cell Activation | Cd83, timp1, cd74, Fcgr2b, IL1b, Icam1, Pf4,Scgb1a1, Ptgds, Cxcl10,Npy,Sfpi1, Camp,Pcer1g,Tnfsf9, Lgals1, H2-Ab1 |
| Transport Regulation | Ccl12, cf74, Casp6, Kcnn4, Fcgr2b, Glrx, IL1b, Icam1, Rab13, Spp1, cxcl1,gal,cxcl10, Hmox1, cd14,Car7, Sfpi1,Apod, Aqp2,Cryab, Dcn,Fcer1g,S100a8,Vtn,Fxyd3, Apoc1,Ctss |
| Positive Regulation of Angiogenesis | Gadd45a, Chi3l1, Dcn, Ngp, Pgf, IL1b, Ccl11, cxcl10,Hmox1, Camp,Hspb6 |

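Of 100 gene names printed for processes upregulated in FT versus FN, 91 match the counts, with 73 different genes, and the names left unmatched appear to be misspelled or joined. Over the 10 libraries 72 of the 73 genes were higher in FT, with a median log2 fold change of 1.203, and over the 12 libraries 59 were, with a median of 0.51. An unadjusted p under 0.05 in this direction was found for 48 and 12 genes, and an edgeR p under 0.05 adjusted over the list alone for 30 and 0, which is not independent evidence because the study chose the genes on these libraries. No gene passed when adjusted over all genes tested. FT replicate 1 was past 1.5-fold of the mean of FN replicates 1 and 3 for 54.8% of the 73 genes, FT replicate 3 for 97.3%. FN replicate 2 was past 1.5-fold of that mean for 72.6%.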

**Supplementary Table 5.** Biological Processes associated with DEGs upregulated in FT vs FN.

| **Biological Process** | **DEGs** |
| --- | --- |
| Negative Regulation of Angiogenesis | Tspan12, tek, Ctgf, Col18a1, Robo4, Mmrn2, Calcrl,Lef1,Pecam1 |
| Cytoskeleton Organization | Fli1, Gmfb, Tek, Ppm1f, Spry4, Ctgf, Fam107a, Sgk1,Cdh5, Arfip1, Scin, Pecam1 |
| Locomotion | Tek, Ppm1f, Sema3g, Col18a1, Ptprm, Fam107a, Nedd9, Robo4,mmrn2, F2r, Cdh5, Net1,Arrdc3, Mctp1,Patz1,Lef1,Pecam1 |
| Cell Adhesion | Tek, Thsd1,Bmx, Ctgf, Col18a1, Ptprm,Nedd9, Tmem47, Robo4, Mmrn2, Cdh5, net1,Lef1, pecam1, |

**Supplementary Table 6.** Biological Processes associated with DEGs downregulated in FT vs FN

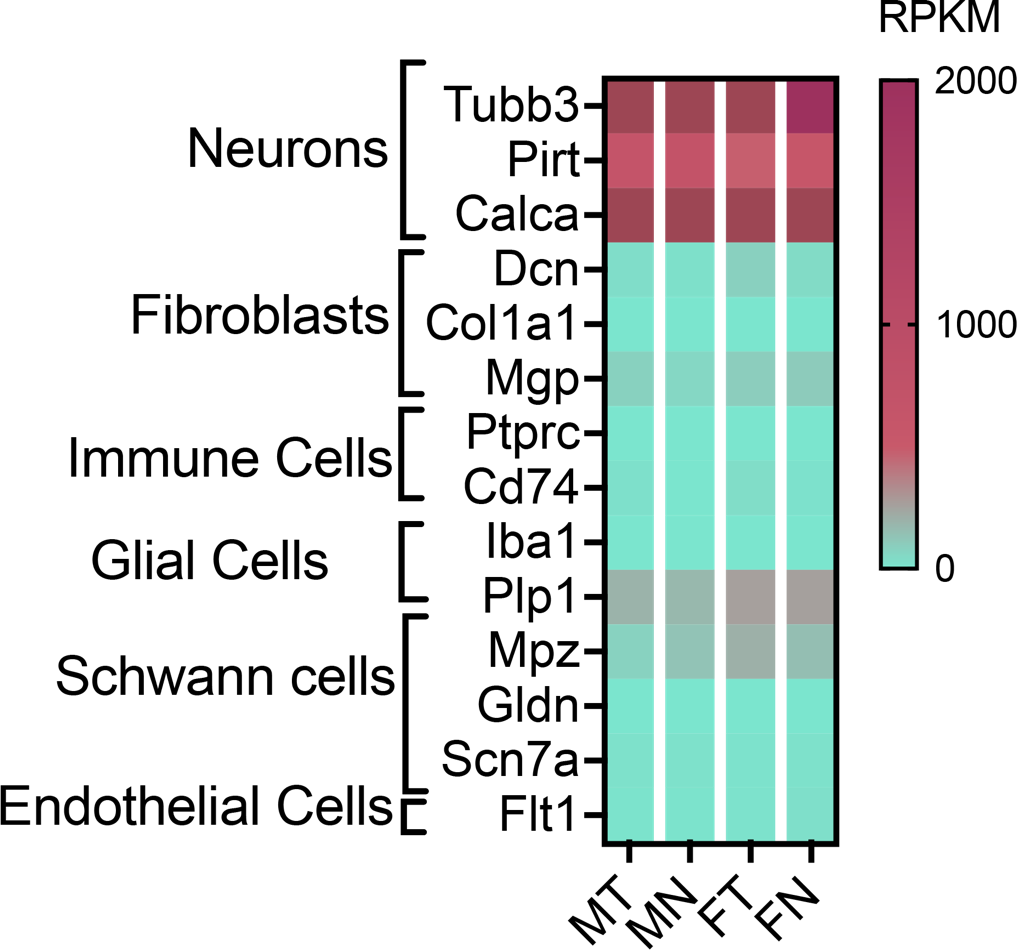

**Supplementary Figure 1. Confirmation of neuronal enrichment of samples following FACS sorting.** Bulk-RNA sequencing was performed from FACS sorted retrolabeled lingual trigeminal neurons. Heatmap of RPKM values in MT, MN, FT and FN, for specific neuronal and non-neuronal markers such as fibroblasts, immune cells, glial cells, Schwann cells and endothelial cells is shown.

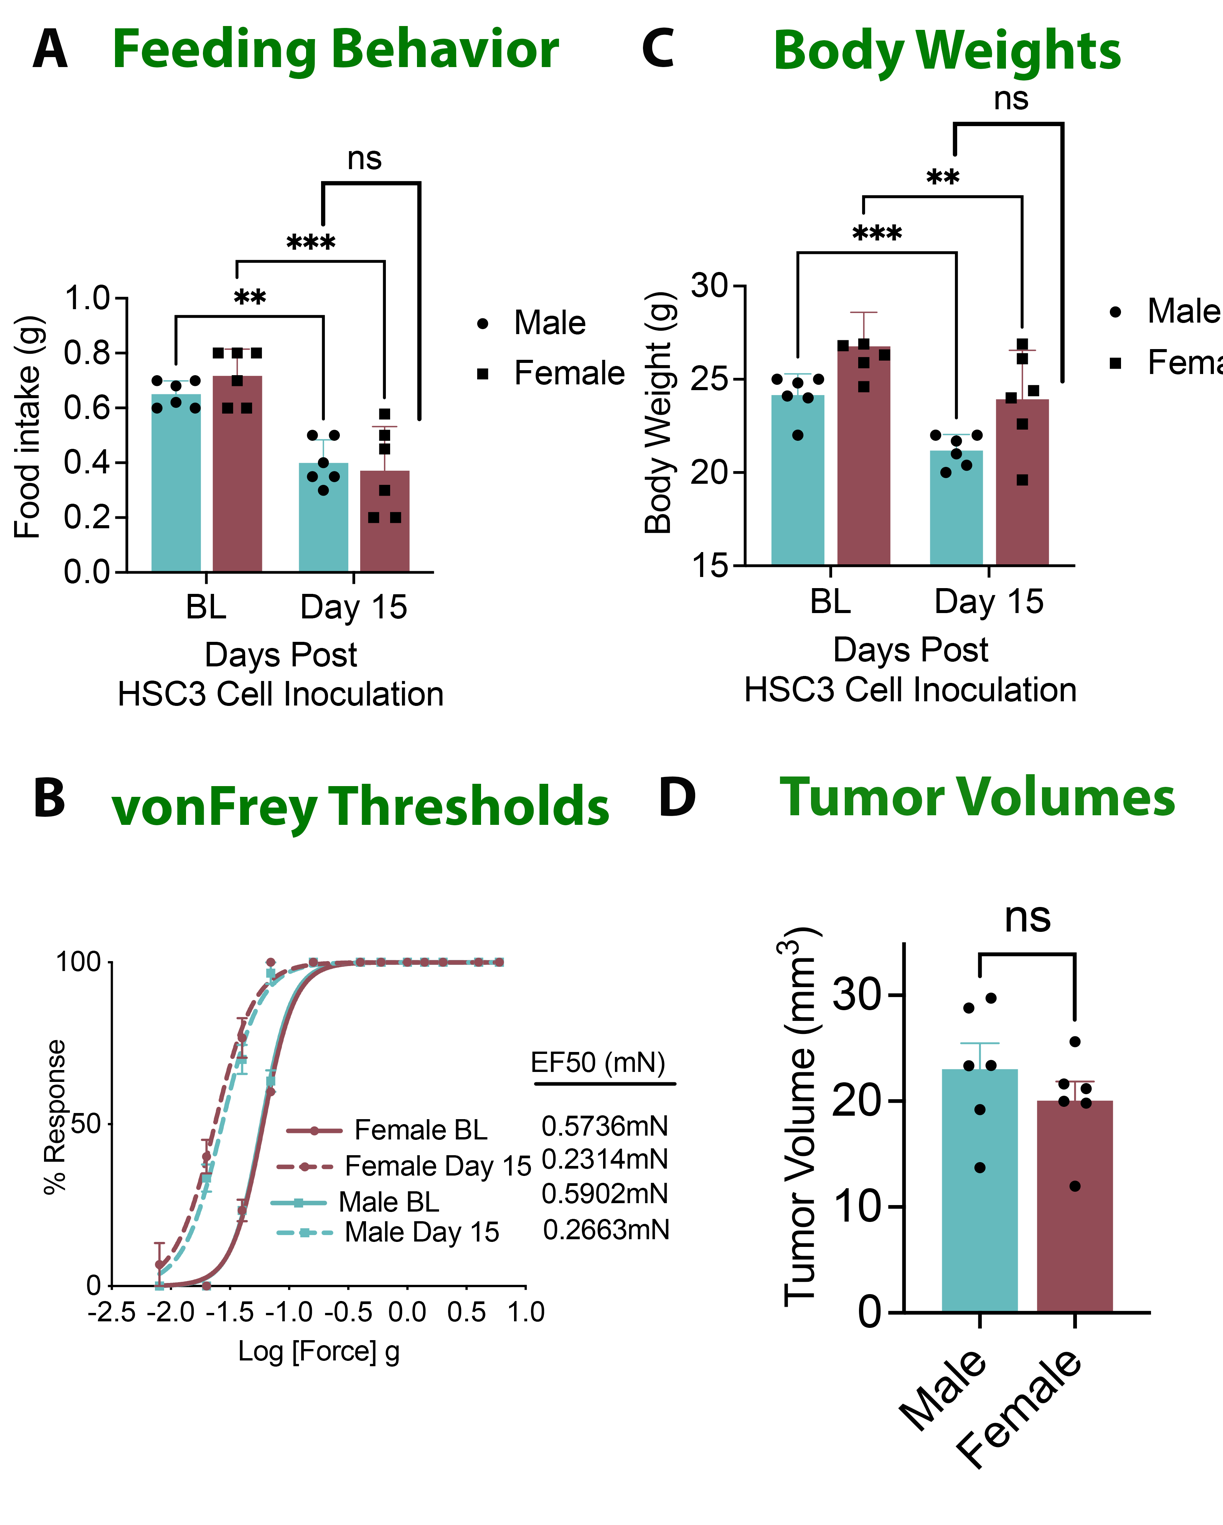

**Supplementary Figure 2. Pain Behavior post-HSC3 Tongue Tumor Growth in Males and Females.** Male and Female mice were injected with 3.5x10^5 HSC3 cells in the tongue. **A**. Feeding Behavior and **B.** von Frey Thresholds in the vibrissal pad were determined at baseline (BL) and at day 15 post cell-inoculation. N=6. Data are presented as mean ± SEM and analyzed by one-way ANOVA with Sidak’s post-hoc test p<0.05 for feeding behavior and as stimulus response curves for von Frey thresholds with calculated EF50 values. **C.** Body weights were determined at baseline (BL) and at day 15 post cell-inoculation. N=6. Data are presented as mean ± SEM and analyzed by one-way ANOVA with Sidak’s post-hoc test p<0.05. **D**. Tumor Volumes were measured at day 15 post cell-inoculation. N=6. Data are presented as mean ± SEM and analyzed by Unpaired Student’s T-test at p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

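Trigeminal ganglion neurons labeled from the tongue with WGA were sorted and their RNA was sequenced from 12 samples, 3 in each of the groups MN, MT, FN and FT. Ganglia were taken on day 15, with 4 ganglia from 2 mice in a normal sample and 4 ipsilateral ganglia from 4 mice in a tumor sample. The authors aligned the reads to mm9 with TopHat2, counted them on genes with HTSeq and deposited whole counts without normalization for 22609 gene symbols. The replicate numbers do not pair samples between groups, and groups were taken from the sample labels alone.

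Reads counted on genes numbered 4592891 to 8922011 per library, of 30825251 to 42495642 reads in all. Between 76.3% and 88.8% of reads had no gene name and were left out. CPM were computed from the reads counted on genes. RPKM used the exon lengths of GENCODE mouse release M1, which matched 21627 of the symbols. Counts of 3 or fewer in every library of a group were taken as the limit of detection.

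Counts were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (minimum count 10, minimum total count 15), a quasi-likelihood test and adjustment by the Benjamini-Hochberg method, in a fit of 12 libraries with 4 groups. The 6 comparisons were FN versus MN, MT versus MN, FT versus FN, FT versus MT, the difference between the sexes in the effect of the tumor, and that effect averaged over the sexes. Genes on X and Y were left out of FN versus MN and FT versus MT. The criteria for DEGs were an unadjusted p under 0.05, a fold change over 1.5 and a mean RPKM over 5 in either group. The genes named in the text are those that the paper names for these comparisons, members of the marker lists, 6 sex chromosome genes, and in each comparison the 5 largest rises and falls among genes with an adjusted p under 0.05, a CPM over 10 and no overlap of replicates, of which there were none over the 12 libraries. Any other gene named was chosen after its values were seen.

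The alternatives numbered 20 lines, run as 33 settings. They included DESeq2 1.42.0 and its size factors, limma-voom of limma 3.58.1 with sample quality weights, a surrogate variable from sva 3.50.0, a block for the replicate number, other filters and thresholds, fits of only the 2 groups compared, and 12 fits that each left out 1 library. A further 6 were chosen after seeing the data, which were the 10 libraries that match the paper's values in 3 forms, the 9 libraries without FN replicate 2, FT replicate 2 and FT replicate 3, a covariate for the percent of reads mapped to several places, and offsets for gene length and GC content.

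The tests were run on simulated data with 200 changed genes. With the spread of the 12 libraries edgeR called 107 of them and 7 unchanged genes, DESeq2 called 120 and 40, and limma-voom 99 and 6. Of the 107 genes that edgeR called, 106 were among the 132 changed 4-fold or more, so smaller changes were rarely found. With the spread of the MN and MT libraries edgeR called 190 changed and 9 unchanged genes. The real data hold libraries far from the others and a spread that differs between groups. These calls therefore do not give the power of the real tests.

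There were 13 marker lists, for axon injury response, dissociation and immediate early response, endothelial cells, fibroblasts, glucocorticoid response, interferon response, macrophages, myelinating Schwann cells, neutrophils, pericytes and smooth muscle, red blood cells, satellite glia and sensory neurons. They were tested with camera of limma with a preset correlation, and with an estimated correlation and fry as alternatives. The value of a list is the median over its genes of the difference in group mean log2 CPM with a prior count of 2. The red blood cell list had 1 gene tested and was left out. Some genes are not reported here. Genes with too few counts were not tested, and the Panther analysis was not repeated because its annotation was not used here. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.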

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

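The tests of the 3 libraries far from the others, of axon injury and glucocorticoid genes without FT replicate 3 or over 10 libraries, and of FT replicate 3 alone were chosen only after the results were seen.

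FN replicate 2 and FT replicate 2, whose values do not enter the means the paper prints, had 55.986% and 68.399% of reads mapped to several places, and FT replicate 3 had 52.582%, against at most 45.474% in the other 9 libraries. Gene length and GC content as the whole cause are argued against because after a curve on both the highest rank correlation of the 3 with any of the 9 was 0.927, still below 0.971, the lowest among the 9. A partial role stays open, because length and GC content took up 24.47% of the variance of FN replicate 2 around the mean of the libraries and 28.16% of that of FT replicate 3, with rank correlations with length of -0.41 and -0.513 against 0.062 to 0.353 in the other 10 libraries, and 9.03% of that of FT replicate 2. A difference in depth is argued against in FN replicate 2 and FT replicate 3 by their 7664479 and 7171648 reads on genes, within the range of the 9. FT replicate 2, with 4592891, lies below that range, and there it is argued against because the 9, thinned to this depth, kept a rank correlation of at least 0.969 with each other, against at most 0.811 for FT replicate 2. The distance of the 3 was not confined to the most abundant genes. Without the 100 genes with the most counts, the highest correlation was 0.903, against 0.969 for the lowest among the 9. A rank correlation changes little when so few genes are left out, so their effect on the values of other genes was not tested. Of 7 lists for non-neuronal cells, 0 were higher in each of the 3 libraries than in each of the 9, against a larger share of the same cell type in all 3. In FT replicate 3 alone, the macrophage, Schwann cell, pericyte and satellite glia lists were above each of the 9. Their mean log2 CPM relative to MN was 3.11, 0.6, 1.21 and 0.78, against at most 2.89, 0.41, 1.18 and 0.75. The endothelial, fibroblast and neutrophil lists were not above the 9, and a larger share of the other types stays open in that library. The lowest Xist value in a female library was 96.45 CPM, against a mislabelled sex. Noise of each library on its own is argued against by the deviations of FN replicate 2 and FT replicate 3, which had a correlation across genes of 0.721, and those of FN replicate 2 and FT replicate 2, with 0.421. A shared difference in tissue handling, library preparation or sequencing remains open, since the labels give no batch, and no biological explanation was tested because FN replicate 2 is a normal sample and the other 2 are tumor samples.

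In data the paper's means leave out, Gal was at 1244.6 CPM in FN replicate 2 and 1204.9 CPM in FT replicate 2, and Sprr1a at 167.1 and 104.5 CPM, above the highest MN values of 63.7 and 3.33 CPM. The libraries that do enter those means were above MN too, with Gal at 109.0 and 383.4 CPM in FN replicates 1 and 3 and 236.9 and 746.8 CPM in FT replicates 1 and 3, and Sprr1a at 8.55, 53.69, 33.06 and 114.34 CPM in that order. The tests of these libraries as a whole apply here too. No explanation was tested for the 2 genes themselves, and a difference in handling between samples and a biological difference between the animals both stay open.

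Genes of axon injury rose in MT versus MN more than in FT versus FN, with a median log2 difference between the sexes of -0.778 (limma's camera with a preset correlation, adjusted p = 1.05e-06, and 0.047 with an estimated correlation and 0.127 from fry). It was -0.27 without the 8 genes that the study lists (camera adjusted p = 0.0775), so the listed genes carry much of it. FN replicate 2 and FT replicate 2 alone are argued against by a value of -0.824 over the 10 other libraries, and FT replicate 3 alone by -0.674 without it. The 3 libraries were not left out together, since FT would keep 1 library, so their joint effect stays open. The list score relative to MN was 0.55, 1.55 and 1.08 in FN, 0.77, 0.96 and 1.60 in FT and 1.15, 0.98 and 1.14 in MT for replicates 1 to 3. Over the fits that each left out 1 library it ranged from -0.898 to -0.509. A batch that follows the groups and a difference between the sexes both stay open, the latter untested in other samples.

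Glucocorticoid response genes rose in MT versus MN and fell in FT versus FN, with a median log2 difference of -0.949 (camera with a preset correlation, adjusted p = 8.39e-12, with 0.031 under an estimated correlation and 0.113 from fry) and -0.879 without the genes that the study lists. Over the 10 libraries it was -1.126, which argues against FN replicate 2 and FT replicate 2 alone, and without FT replicate 3 it was -0.945, against that library alone. An effect of the 3 far libraries together was not tested and stays open, and the fall in FT rests mostly on FT replicates 2 and 3, with scores relative to MN of 0.51, 0.04 and -0.18 in FT replicates 1 to 3 against 0.64, 0.80 and 0.62 in FN. The fits that each left out 1 library ranged from -1.448 to -0.837. A difference in handling between the groups, which the design does not separate from them, and a difference between the sexes both stay open and were not tested.

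Atp5g1 was lower in every MT than every MN library and higher in every FT than every FN library, with a log2 difference between the sexes of 2.059. It was 1 of 2 genes with opposite shifts in every library among 399 that the study names or the marker lists hold and whose mean CPM is over 1. Chance gives 0.5% of genes, so 2 is about what chance alone would find. The separation in females was narrow, with 11.93 CPM in FT replicate 1 and 11.37 CPM in FN replicate 3. The difference between the sexes was not significant as an interaction (edgeR adjusted p = 1). No explanation was tested for it. Groups of 3 libraries are too small for the search for single outlying values.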

How the results depend on the processing

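The values below are over the 12 libraries unless the setting says otherwise, and the cause of each change was not tested except where fewer libraries or a stricter threshold make it plain. The 10 and 9 libraries, the covariate and the offsets were chosen after seeing the data.

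DEGs under the study's criteria. FN versus MN had 499, and 314 with library size only, 304 with a replicate block, 318 with 1 surrogate variable, 308 over the 10 libraries and 0 with an adjusted p in place of the unadjusted p. MT versus MN had 21, and 135 with limma-voom, 117 with only the 2 groups compared (also over the 10 libraries), 60 with 1 surrogate variable, 90 over the 10 libraries, 109 with DESeq2 on the 2 groups over the 10 libraries, 125 over the 9 libraries, 55 with the covariate, 32 with the offsets, 11 with CPM over 20 and 0 with an adjusted p. FT versus FN had 308, and 523 with limma-voom, 104 with only the 2 groups compared, 141 with 1 surrogate variable, 1370 over the 10 libraries, 118 and 194 with edgeR and DESeq2 on the 2 groups over the 10 libraries, 123 with the covariate and 0 with an adjusted p. Fits that each left out 1 library gave 137 to 1089 in FN versus MN, 9 to 22 in MT versus MN and 68 to 1547 in FT versus FN.

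Genes with an adjusted p under 0.05 were 0 in each comparison, where 744 (FN versus MN), 59 (MT versus MN), 528 (FT versus FN), 1610 (FT versus MT), 203 (interaction) and 155 (average) had an unadjusted p under 0.05. FN versus MN had 20 with DESeq2, 800 with limma-voom, 728 and 744 with edgeR and DESeq2 on the 2 groups over the 10 libraries, 54 over the 9 libraries and 6 with X and Y kept. MT versus MN had 2 with DESeq2, 47 with limma-voom, 6 with only the 2 groups compared in both sets of libraries, 51 with DESeq2 on the 2 groups and 3 over the 9 libraries. FT versus FN had 2 with DESeq2 on the 2 groups over the 10 libraries, FT versus MT 249 with DESeq2 and 47 with DESeq2 on the 2 groups over the 10 libraries, and the average 1 with DESeq2. Fits that each left out 1 library gave 0 to 1 in FN versus MN, 0 to 755 in FT versus MT and 0 in the others.

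Shared DEGs were 2, and 1 with library size only, without a filter, with CPM over 20 and with a fold change over 2, 8 with limma-voom, 5 with 1 surrogate variable, 15 over the 10 libraries, 11 and 9 with edgeR and DESeq2 on the 2 groups, 0 with an adjusted p, and 0 to 6 with 1 library left out. The correlation of the effects was -0.061, and 0.057 with limma-voom, -0.102 with at least 10 counts in every library, 0.081 over the 10 libraries, 0.093 with edgeR and DESeq2 on the 2 groups, 0.002 with the covariate, and -0.108 to 0.033 with 1 library left out. Of 36 tests of marker lists 21 had an adjusted p under 0.05 with a preset correlation, 0 with fry and 4 with an estimated correlation.

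Directions reversed in FT versus FN for Sprr1a (-0.22 with 1 surrogate variable, -0.36 with the covariate), Gal (-0.27 and -0.43), Hspa1a (-0.07 with limma-voom, -0.02 with a replicate block), Robo4 (0.43 with 1 surrogate variable, 0.05 with the covariate), Cxcl10 (1.24 with limma-voom, 1.41 over the 10 libraries, 1.45 and 1.51 with edgeR and DESeq2 on the 2 groups) and the neutrophil list (-0.457 without the genes the study lists). With 1 library left out, FT versus FN ranged from -2.23 to 2.14 for Npy, -0.43 to 1.70 for Sprr1a, -0.41 to 1.89 for Gal, -0.69 to 0.64 for Hspa1a, -1.31 to 1.26 for Cxcl10, -0.17 to 1.36 for Apod, -0.23 to 1.07 for Fabp7 and -0.231 to 0.269 for the axon injury list, and the macrophage list in MT versus MN from -0.243 to 1.091. Of the other results for single genes and lists, 558 were the same, 50 became stronger and 17 weaker.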

Differences from the paper's values

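The paper names DESeq as its test, which was not among the alternatives run here. Part of each gap in counts of DEGs may therefore come from the test. Over the 12 libraries, 499 genes met the study's criteria in FN versus MN against the paper's 81, and none of the alternatives closed this gap. In MT versus MN 21 genes met them against the paper's 83. Of the alternatives set before the data were examined, only the 2 groups compared (117) and 1 surrogate variable (60) closed the gap and the others did not, and of those chosen after seeing the values the 10 libraries (90), and edgeR (117) and DESeq2 (109) on the 2 groups over the 10 libraries did. The number higher in MT was 18 against the paper's 75, and closed to 86 with limma-voom, 89 with only the 2 groups compared and 51 with 1 surrogate variable, and among settings chosen after seeing the values to 73 over the 10 libraries, 89 and 82 with edgeR and DESeq2 on the 2 groups, and 97 over the 9 libraries. The number lower in MT was 3 against the paper's 8, with 9 under 1 surrogate variable, and 7 with either the covariate or the offsets, both chosen after seeing the values. In FT versus FN 32 genes were lower against the paper's 99, with 88 under 1 surrogate variable and 85 under the covariate, chosen after seeing the values. Other alternatives did not close these gaps.

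The DEGs shared by both sexes were 2 against the paper's 18, and 15 over the 10 libraries, chosen after seeing the values. The numbers higher in both were 0 against the paper's 11 (9 over the 10 libraries, chosen after seeing the values), those higher in males and lower in females 1 against the paper's 3 (4 with limma-voom, 2 with 1 surrogate variable or without MT replicate 1, and, chosen after seeing the values, 4 over the 10 libraries and 3 with DESeq2 on the 2 groups), and those lower in males and higher in females 1 against the paper's 4, which no alternative closed. Cytokines and chemokines numbered 4 in females against the paper's 14 (13 over the 10 libraries and 11 with the 2 groups compared over them, both chosen after seeing the values), and 0 in males against the paper's 3 (3 with only the 2 groups compared, and 3 over the 10 libraries and with the 2 groups over them, chosen after seeing the values).

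The ratio of FT to FN for Npy was 2.034 against the paper's 5.776. It was 2.424 with limma-voom, 4.41 without FN replicate 2, 2.936 without FT replicate 1 and 2.955 without FT replicate 2, and 5.776 over the 10 libraries, 6.781 with edgeR and 7.139 with DESeq2 on the 2 groups over them, the last 3 chosen after seeing the values. Other ratios of FT to FN, against the paper's, were 1.098 and 2.368 for Sprr1a, 1.377 and 3.543 for Chi3l3, 0.6254 and 2.5 for Cxcl10, 1.221 and 2.628 for Apod, 0.9135 and 2.434 for Tnfsf9, 0.6649 and 1.929 for Mlf1, and 0.8987 and 1.732 for Gadd45b, in each pair with the paper's value second. For these 7 genes the 10 libraries, chosen after seeing the values, gave the paper's ratio.

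Mean RPKM that differed included, with the paper's value second, 1.607 and 2.935 in MN and 14.711 and 25.993 in FN for C1qc, 0.039 and 4.994 in MN and 0.083 and 15.93 in FN for Dnahc1, 0.183 and 6.654 in MN and 0.036 and 0.685 in FN for Fam23a, 1.79 and 30.434 in MT, 0.595 and 10.121 in MN, 1.786 and 45.54 in FT and 1.297 and 12.853 in FN for Chi3l3, and 94.977 and 154.989 in MT, 197.487 and 322.27 in MN, 399.27 and 847.997 in FT and 242.507 and 391.936 in FN for Fabp7. No alternative closed these. The list is not complete, and other means over the 12 libraries lay above the paper's, among them Sprr1a, Gal and Cxcl10 in FN. FN replicate 2 held 167.13, 1244.57 and 23.35 CPM of these 3 genes, in that order. FN replicates 1 and 3, which the paper's means match, held at most 53.69, 383.39 and 3.65 CPM. The lengths behind the RPKM differ, since the paper's MN values imply 1057 bases for C1qc, 766 for Fabp7, 1104 for Cxcl10, 1868 for Apod, 1169 for Mlf1 and 3148 for Fam107a, and 100.0 for Dnahc1, Fam23a and Chi3l3, where the exon lengths used here are 1931, 1250, 1520, 2577, 1719, 3870, 12872, 3636 and 1700 bases. With the lengths implied by MN, the 10 libraries gave the paper's values in the other groups for these 9 genes to within 0.03%, a calculation chosen after seeing the values. For Cxcl10 in FT (3.985 against the paper's 6.454), Apod in FT (196.627 against 315.912 in the paper), Mlf1 in FT (4.23 against the paper's 8.119) and Fam107a in FN (5.472 against the paper's 8.328) the 10 libraries, chosen after seeing the values, gave 4.688, 229, 5.522 and 6.774.

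In direction, the paper lists Cxcl10 as higher with tumor in both sexes, and over the 12 libraries it was lower in FT than FN, with a log2 fold change of -0.81. Rnf113a1, Gadd45a and Hmox1, which the paper lists as higher in FT, had log2 fold changes of -0.38, -0.17 and -0.22. The paper describes Il1b as not expressed in males, and it had 2.39 to 16.9 CPM in the 6 male libraries, and its FT and FN groups overlapped over the 12 libraries. Over the 10 libraries, chosen after seeing the values, these 5 genes were higher in FT. Other genes changed direction in females too. Over the 12 libraries 59 of the 73 genes of Supplementary Table 5 and 11 of the 15 of Supplementary Table 3 kept the paper's direction. Over the 10 libraries 72 and 15 did. Mlf1, Tnfsf9 and Gadd45b were among those lower in FT over the 12. The paper describes 30 genes as expressed only in females, and 26 of them had counts in every MN library. By the study's RPKM threshold of 5, all 30 were at 5 or less in MN, and over the 12 libraries 12 were over 5 in FN. No level under which a gene counts as not expressed is stated in the paper. Counted reads of these genes and of Il1b may therefore be set against a stricter measure.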

Other observations

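The tests of the 10-library DEGs, of transcript lengths, of the spread between endothelial markers and of MT replicate 3 were chosen only after the results were seen.

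The real groups were compared with the other ways to split the libraries, and each count below includes the real split. With 3 libraries against 3 there are 10 splits, too few for a share under 0.1. All 10 splits gave as many genes with an adjusted p under 0.05 as the real split, which gave 0, in FN versus MN, MT versus MN, FT versus FN and FT versus MT, which a real count of 0 makes certain. Under the study's criteria 1 of the 10 splits, the real one itself, gave as many genes as the real one in FN versus MN, 3 in MT versus MN and 9 in FT versus FN. The split that set FN replicate 2, FT replicate 2 and FT replicate 3 against the other female libraries gave 4682 genes under the criteria, against 308 for FT and FN. For the interaction and the averaged effect 100 of 100 reassignments gave as many genes, which is again certain as the real groups gave 0. The real groups gave 203 and 155 genes with an unadjusted p under 0.05, and as many were found in 75 and 85 of the 100 reassignments, of which 11 gave genes with an adjusted p under 0.05.

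A larger share of non-neuronal cells in FN is a candidate explanation for genes higher in FN than MN, since markers that the study does not list had median log2 differences of 2.226 for macrophages and 0.817 for endothelial cells. Csf1r, in contrast, was at 1.96 CPM in FN replicate 2, and Cldn5 was at 402.5, 427 and 445 CPM in FN and 259, 137 and 365 CPM in MN. In FN replicate 2 the endothelial markers moved apart, as given below, so a larger share of these cells does not account for that library as a whole. A change in the neurons or in the cells sorted with them was not tested in the RNA data. The paper's own staining found Csf1R and C1qa in a larger share of WGA-positive neurons in females than in males. It also reports that Csf1 raised capsaicin responses in cultured neurons of females alone. That evidence covers these genes and not the other genes higher in FN. In FT versus FN the endothelial markers outside the study's lists had a median of -0.907 and the macrophage markers 0.354, and over the 10 libraries -0.335 and 0.291. A smaller share of endothelial cells would lower the markers alike, and as the whole cause it is argued against in FT replicates 2 and 3, where the markers outside the study's lists moved apart, with a standard deviation over the 16 markers of the log2 difference from FN replicates 1 and 3 of 1.36 and 1.202, against at most 0.399 in the 6 male libraries and FT replicate 1. The same value was 1.791 in FN replicate 2, a normal sample. In FT replicate 1 the median was -0.291 with 14 of the 16 lower, where 1 library is too few to decide, so a smaller share stays open there and as a part in the others. For MT versus MN, immediate early genes outside the study's lists had a median of 0.343, so a stronger response to dissociation may contribute to the genes higher in MT.

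MT replicate 3 was above MT replicates 1 and 2 in macrophage genes, with a median log2 difference of 2.796 over the 12 markers that the study does not list, all 12 of them higher, 11 of the 12 were also above every MN library, and it had 83.6 CPM of Lyz2 against at most 11.7 CPM in the other 5 male libraries. Macrophages in this library are a candidate explanation, although endothelial markers outside the study's lists were higher in it than in MT replicates 1 and 2 as well, 15 of 16 with a median of 0.958, and 13 of the 16 were above all 5 other male libraries. Without it the macrophage list in MT versus MN was -0.243, against 0.614 with it.

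Of the 1370 DEGs in FT versus FN over the 10 libraries, FT replicate 1 was past 1.5-fold of the FN mean for 9.7%, and in fits of only the 2 groups the share was 68.6% with edgeR and 47.4% with DESeq2. FN replicate 2, a normal library outside these fits, was past 1.5-fold for 94.3% of the 1370. FT replicate 1 moved in the same direction for 1344 of the 1370, and for 117 of 118 (edgeR) and 191 of 194 (DESeq2) in the fits of 2 groups. These genes were chosen in fits that include FT replicates 1 and 3, so whether FT replicate 3 alone carries them stays open. The FT to FN differences over these libraries had a correlation across genes of 0.676 with the difference between FN replicate 2 and MN (0.739 for FT replicate 3 and 0.115 for FT replicate 1), which is consistent with what sets FN replicate 2 apart also acting in FT replicate 3. A biological effect of the tumor that FT replicate 3 shows more strongly stays open.

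The paper's RPKM needed a transcript length of 100 bases for 3 genes, all 3 of which carry an older symbol, against 1 of 21 other genes. A default length for symbols missing from the authors' annotation is a candidate explanation, from these 3 genes.

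Marker lists had the following median log2 differences over the 12 libraries in FN versus MN, MT versus MN and FT versus FN, in that order, with 12 of 24 macrophage markers, 8 of 24 endothelial markers and 8 of 25 immediate early genes also listed by the study: axon injury 0.61, 0.70 and -0.03; dissociation 0.87, 0.50 and -0.20; endothelial 0.54, 0.13 and -0.93; fibroblast 0.45, 0.01 and -0.06; glucocorticoid 0.67, 0.63 and -0.57; interferon 0.35, 0.44 and -0.22; macrophage 2.19, 0.61 and 0.52. They were 0.19, -0.24 and -0.19 for Schwann cells, 2.08, 1.25 and 1.31 for neutrophils, 0.41, 0.07 and 0.26 for pericytes, 0.45, -0.34 and 0.03 for satellite glia and -0.31, -0.03 and 0.05 for sensory neurons.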
